# Mutual regulation of spermatogenesis-specific Argonaute proteins and Insulin/IGF-1 signaling in aging control

**DOI:** 10.1038/s44319-025-00682-4

**Published:** 2026-01-08

**Authors:** Thomas Liontis, Valentina T Pannarale, Andrés R Mansisidor, Sasiru K Pathiranage, Jeeya Y Patel, Alla Grishok

**Keywords:** Insulin/IGF-1 Signaling, Argonaute, siRNA, MSP, EphR, Metabolism, RNA Biology

## Abstract

The potential role of small interfering RNAs (siRNAs) produced from double-stranded RNA in aging has not been fully addressed. The networks of genes regulated by siRNAs and their partner Argonaute proteins are best understood in *C. elegans*, a pioneering model of aging and small RNA studies. Here, we describe synergistic lifespan extension of insulin/IGF-1 signaling (IIS) mutant *age-1(hx546)* by *rde-4* or *alg-3; alg-4* deficiencies. By analyzing gene expression and siRNA populations in these IIS and RNAi mutants, we show here that redundant spermatogenesis-specific Argonautes ALG-3 and ALG-4 are capable of regulating IIS, potentially through direct control of the Major Sperm Protein (MSP) genes in the germline. MSPs and MSP domains of some mammalian proteins are secreted and directly inhibit the Eph receptor (EphR). In turn, EphR interacts with and destabilizes PTEN, a major negative regulator of IIS. We show that enhanced MSP expression correlates with EphR mislocalization and elevated PTEN levels in oocytes of *alg-3/4(-)* worms. At the same time, ALG-3/4 expression is regulated by IIS. Thus, we propose mutual regulation of IIS and ALG-3/4 through secreted ligands.

## Synopsis

Argonaute genes *alg-3* and *alg-4* genetically interact with the Insulin/IGF-1 signaling pathway to promote aging. They impact EphR localization and PTEN levels in oocytes, potentially through direct inhibition of secreted Major Sperm Protein genes.

- Loss of ALG-3 and ALG-4 in a weak IIS mutant background causes 53% lifespan extension.
- ALG-3 expression in the spermatogenic germline is promoted by IIS.
- ALG-3 and ALG-4 repress Major Sperm Protein genes with potential life-extending function.
- ALG-3/4 loss leads to disrupted localization of EphR and increased accumulation of PTEN in oocytes.

## Abstract (web summary)

Argonaute genes *alg-3* and *alg-4* genetically interact with the Insulin/IGF-1 signaling pathway to promote aging. They impact EphR localization and PTEN levels in oocytes, potentially through direct inhibition of secreted Major Sperm Protein genes.

## Introduction

The nematode *C. elegans* is an established model organism for aging research (Lapierre and Hansen, 2012). This model also facilitated the pioneering discoveries of microRNA (miRNA) (Lee et al, 1993; Wightman et al, 1993; Pasquinelli et al, 2000; Reinhart et al, 2000) and RNA interference (RNAi) (Fire et al, 1998). Reduction-of-function mutants in the conserved Insulin/Insulin growth factor-1 Signaling (IIS) pathway components are long-lived due to the activation of transcription factors DAF-16 (FOXO), HSF-1, SKN-1 (NRF), and activation or repression of their targets (Lapierre and Hansen, 2012). This relationship holds in organisms ranging from *C. elegans* to humans (Junnila et al, 2013; Berryman et al, 2008; Bartke and Darcy, 2017; Martins et al, 2016). Importantly, the *FOXO3A* gene is one of only two or three genes that have consistently shown genome-wide association for human longevity (Broer et al, 2015; Deelen et al, 2019). Although the IIS pathway is intensely studied, a complete understanding of how it regulates longevity is lacking due to its impact on hundreds of genes.

The roles of microRNAs in reducing and promoting lifespan have been documented in *C. elegans* (Aalto et al, 2018; Elder and Pasquinelli, 2022) and other organisms (Boehm and Slack, 2006). Moreover, miRNA-binding *C. elegans* Argonaute proteins ALG-1 and ALG-2 (Grishok, 2013) were shown to regulate lifespan oppositely: ALG-1 promotes lifespan, and ALG-2 inhibits it (Aalto et al, 2018). Interestingly, genes regulated by ALG-1 and ALG-2 are enriched in the targets of transcription factor DAF-16/FOXO (Aalto et al, 2018). In contrast to miRNAs, the potential role of endogenous small interfering RNAs (endo-siRNAs) and Argonaute proteins bound to them in aging remains largely unexplored. Currently, there is published evidence supporting the existence of both lifespan-promoting (Cohen-Berkman et al, 2020; Mao et al, 2020; Mansisidor et al, 2011) and lifespan-reducing siRNAs in *C. elegans* (Sebastiani et al, 2009). This study focuses on the role of siRNAs produced by Dicer cleavage of endogenous dsRNA and dependent on the function of the dsRNA-binding protein RDE-4 (Tabara et al, 2002; Parker et al, 2006; Parrish and Fire, 2001). RDE-4 is required for the generation of endogenous small RNAs acting in two distinct pathways, distinguished by the specific Argonaute proteins bound to them: ERGO-1 or ALG-3/4 (Grishok, 2013). RDE-4, along with Argonaute RDE-1, is also a major player in the response of *C. elegans* to exogenous dsRNA (Tabara et al, 2002). ERGO-1 regulates genes in oocytes and embryos, whereas ALG-3 and ALG-4, which are redundant (hereinafter referred to as ALG-3/4), are active in the spermatogenic germline (Han et al, 2009; Conine et al, 2010; Corrêa et al, 2010; Seroussi et al, 2023; Vasale et al, 2010).

Little is known about the contribution of proteins expressed in the spermatogenic germline to the regulation of lifespan. Nematode ameba-like crawling sperm differs from that of most animals and uses Major Sperm Proteins (MSPs) in place of the actin cytoskeleton (Bottino et al, 2002). Numerous genes coding for MSPs are expressed in the spermatogenic germline of nematodes. Although most MSPs have a structural role (Italiano et al, 1996), some are secreted and inhibit Eph receptor (EphR) signaling in oocytes, in a mechanism that promotes oocyte maturation (Miller et al, 2001, 2003; Cheng et al, 2008). Proteins containing MSP-like domains are present in many organisms, including humans. The most notable is the mammalian VAP (VAMP)-associated protein, VAPB, which is a conserved ubiquitously expressed ER protein (Nishimura et al, 1999), mutated in Amyotrophic Lateral Sclerosis (ALS) patients (Nishimura et al, 2004). Intriguingly, expression of several germline MSPs has been positively correlated with extended lifespan through elevated expression in long-lived Insulin/IGF-1 receptor mutant *daf-2* (Gao et al, 2018) and dietary restriction *eat-2* mutant (Heestand et al, 2013; Gao et al, 2018) models and reduced expression in short-lived miRNA mutant *mir-71* (Inukai et al, 2018). Moreover, downregulation of the MSP gene *dct-9* suppressed the extended lifespan of the *daf-2* mutant (Pinkston-Gosse and Kenyon, 2007).

Here, we find synergistic extensions of lifespan and healthspan from disruption of the RDE-4/ALG-3/4 and IIS pathways. Since MSP genes correlated with extended lifespan are repressed by the RDE-4/ALG-3/4 pathway and show elevated expression in the *rde-4* and IIS pathway mutants, we tested the possibility that molecular and cellular changes consistent with enhanced MSP secretion occur in *alg-3; alg-4* mutant worms. Indeed, we found evidence that ALG-3/4 deficiency non-cell-autonomously leads to VAB-1 inhibition and elevated DAF-18 levels, which should cause DAF-16 activation. Unexpectedly, we also found that IIS promotes *alg-3/4* expression in the spermatogenic germline. Overall, our results highlight the potential of endogenous RNAi components in modulating signaling pathways in a non-autonomous manner, and, likewise, suggest that IIS affects the expression of key proteins, which execute siRNA-based gene regulation.

## Results

### Disruption of the RDE-4/ALG-3/4 pathway delays aging synergistically with mildly reduced IIS

The RDE-4 dsRNA-binding protein cooperates with ribonuclease Dicer in cleaving dsRNA molecules and producing siRNAs (Tabara et al, 2002; Parrish and Fire, 2001; Parker et al, 2006). In the exogenous RNAi pathway, RDE-4 is essential and generates siRNAs bound to Argonaute RDE-1 (Yigit et al, 2006). In endogenous RNAi pathways, RDE-4 works in two Argonaute branches: ERGO-1 and ALG-3/4 (Grishok, 2013). Importantly, whereas Dicer cleaves both long dsRNA and short miRNA precursors, RDE-4 does not participate in miRNA maturation (Grishok, 2013). We aimed to determine whether the specific loss of dsRNA-derived endo-siRNAs affects *C. elegans* lifespan by taking advantage of the null *rde-4* mutant *rde-4(ne301)* (Tabara et al, 2002). We used strains outcrossed six times to the N2 wild type (WT) strain to mitigate effects from background mutations. We observed a mild and variable extension of lifespan in *rde-4* mutants (+ 8% mean lifespan (MLS)), where pooling of several biological replicates was required to detect the significant increase in lifespan (Fig. 1A, all lifespan replicate data are compiled in Dataset EV1). Since genetic interactions between the RNAi and IIS pathways have been observed in several studies (Mansisidor et al, 2011; Wang and Ruvkun, 2004; Simon et al, 2014), we chose to assess the interaction between endogenous RNAi and IIS in lifespan regulation. We used the *age-1(hx546)* mutant background, which results in longevity due to a moderate decrease in IIS and activation of DAF-16/FOXO (Friedman and Johnson, 1988; Klass, 1983; Ayyadevara et al, 2008). Interestingly, the lifespan extension by the *rde-4* mutation was strongly enhanced and consistent in long-lived *age-1* mutants (+ 25% MLS in *age-1* mutants and an additional +16% MLS in *age-1; rde-4* mutants, compared to WT) (Fig. 1B, Dataset EV1).

**Figure 1:**
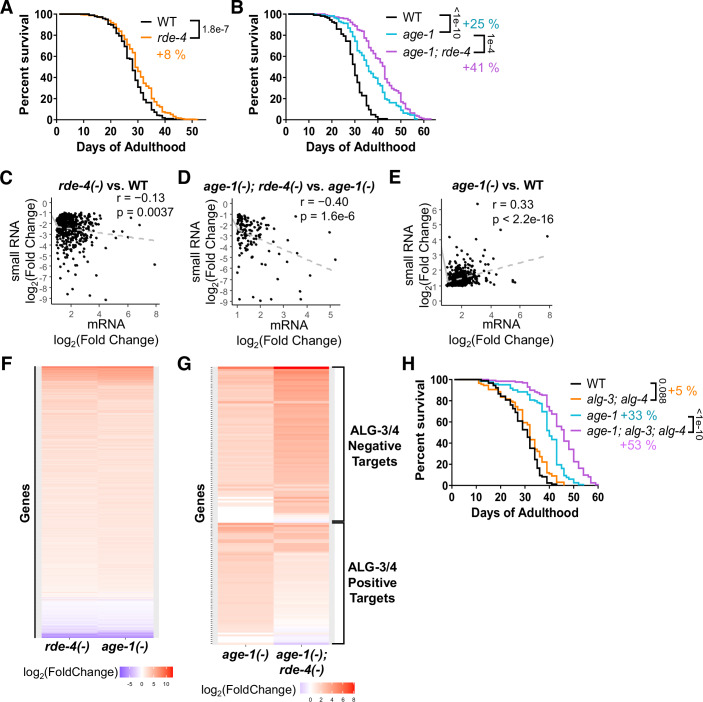
Disruption of RNAi components RDE-4 and ALG-3/4 extends lifespan synergistically with moderately reduced IIS. (**A**, **B**) Survival curves showing that the *rde-4(ne301)* mutation extends lifespan mildly in the wild-type (WT) background (+ 8% mean lifespan (MLS), *n* = 473 and 564 animals) (**A**) and strongly in the long-lived *age-1(hx546)* (+25% MLS, *n* = 152 animals) background (+ 16% additional MLS in *age-1; rde-4* mutants, *n* = 152 animals) (**B**). (**C**–**E**) Scatter plots of differentially expressed mRNAs and antisense small RNAs with |log_2_(fold change)| > 1. Anticorrelations between downregulated antisense small RNAs and upregulated mRNAs in *rde-4(ne301)* compared to WT (*n* = 482 genes) (**C**) and in *age-1(hx546); rde-4(ne301)* compared to *age-1(hx546)* (*n* = 138 genes) (**D**) suggest RDE-4-dependent siRNAs negatively regulate genes. (**E**) The correlation for upregulated antisense small RNAs and upregulated mRNAs in *age-1(hx546)* compared to WT (*n* = 687 genes) suggests RDE-4-dependent siRNAs can also positively regulate genes, specifically in the *age-1(hx546)* background. (**F**, **G**) Heatmaps showing the log_2_(fold change) of genes relative to WT. The numerous commonly differentially expressed genes in *rde-4(ne301)* and *age-1(hx546)* tend to vary in the same direction with a similar magnitude of change (**F**). ALG-3/4 targets (Conine et al, 2013) were largely upregulated in *age-1(hx546)* mutants, with negatively-regulated targets strongly derepressed and positively-regulated targets partially suppressed in *age-1; rde-4* mutants (**G**). Only genes differentially expressed in *age-1; rde-4* mutants compared to *age-1(hx546)* that showed a change in ALG-3/4 target expression are shown. Genes with nonsignificant changes are simplified to log_2_(fold change) = 0. (**H**) Survival curves showing that the *alg-3(tm1155); alg-4(ok1041)* mutations mildly extend lifespan in WT background (+ 5% MLS, *n* = 137 and 150 animals) and strongly extend it in *age-1(hx546)* background (+ 20% additional MLS in *age-1; alg-3; alg-4* mutants, *n* = 139 and 144 animals). All percentage MLS changes are relative to WT. Lifespan experiments (**A**, **B**, **H**) were independently replicated 8, 3, and 2 times, respectively. Survival curves include pooled data from all experimental replicates and are compared by the log-rank test. The Pearson correlation test was used for (**C**–**E**). Source data are available online for this figure.

To further understand the nature of this synergistic interaction between *rde-4* and *age-1*, we performed mRNA- (Dataset EV2) and small RNA- (Dataset EV3) sequencing using WT and *rde-4*, *age-1*, and *age-1; rde-4* mutant strains. 

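The transcript of *rde-4* (T20G5.11, chromosome III of WBcel235 from 10217302 to 10218646), which encodes the double-stranded RNA-binding partner of Dicer, was at 180 ± 19.2 CPM (SD, n = 3 worm populations) in WT and at 30.7 ± 1.77 CPM in *rde-4* mutants. This is a log2 fold change of −2.55 (SE 0.11, adjusted p = 1.09e-07 from edgeR's quasi-likelihood test). It was at 145 ± 6.53 CPM in *age-1* mutants and at 28.1 ± 2.39 CPM in *age-1; rde-4* mutants, a log2 fold change of −2.37 between them (SE 0.11, adjusted p = 4.94e-07). The 6 libraries labelled with the *rde-4* mutation lay between 25.4 and 32 CPM and the other 6 between 138 and 201 CPM. The transcript of *age-1*, which encodes the catalytic subunit of the IIS phosphatidylinositol 3-kinase, was at 142 ± 14.6 CPM in WT and 131 ± 4.85 CPM in *age-1* mutants (log2 fold change −0.11, adjusted p = 0.725). Since *hx546* is a missense allele, this level does not show which libraries carry it. These values come from mRNA of 12 worm populations, 3 independent populations each of WT, *rde-4*, *age-1* and *age-1; rde-4*, grown at 20 °C and collected as young adults before eggs developed inside them. Ribosomal RNA was depleted, and the authors mapped the reads with HISAT2 and counted them per gene with StringTie. Each library held 74501098 to 82446102 counts. Counts were scaled by TMM, the 16741 genes kept by edgeR's filter on low counts were tested in 1 model of the 4 groups, and levels are given as CPM, counts scaled to the size of the library. Adjusted p-values are those of Benjamini and Hochberg over all genes tested in a comparison. The populations of a group were not alike. The mean log2 level of 45 sperm genes outside the MSP family, centred over the 12 libraries, was −1.67, −0.37 and −1.35 in WT replicates 1, 2 and 3. That of 115 cuticle collagen genes, whose transcripts cycle with the molts, was −0.87, 0.12 and −0.44 in the same libraries. The first principal component held 36.3% of the variance and ran from WT replicate 1, at −97.6, to *age-1* replicate 2, at 62.5.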

Our small RNA-sequencing protocol enriches for Dicer products with a 5’ monophosphate, notably primary endo-siRNAs. 

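Part of the genes that had lost antisense small RNAs without RDE-4 were higher as mRNAs in *rde-4* mutants. Of 919 measured genes that the paper lists with fewer antisense small RNAs in *rde-4* than in WT, 300 were higher and 2 were lower as mRNAs at an adjusted p under 0.05, with a median log2 fold change of 1.32 (519 higher and 13 lower when adjusted over the list alone). The 300 became 465 with DESeq2, 197 with no filter on low counts, 173 with the 2 groups alone and 82 with the collagen level of each library as a covariate, added after the data were seen. Among 244 measured genes with more antisense small RNAs, 8 were higher and 8 were lower, and the median was −0.01. If calls were unrelated, 8.85 higher and 2.11 lower would be expected (p = 0.0013 for the lower genes from Fisher's exact test, two-sided). At an unadjusted p under 0.05, 33 were higher and 21 lower, with 23.1 and 12.1 expected. The 8 lower genes became 3 and 2 without WT replicate 3 and *rde-4* replicate 2. One depleted gene is *saeg-2* (T23G5.6, chromosome III from 9240363 to 9242514), which encodes a nuclear partner of the EGL-4 kinase. It was at 9.26 ± 0.976 CPM (SD, n = 3) in WT and 55.3 ± 3.11 CPM in *rde-4* (log2 fold change 2.58, SE 0.13, adjusted p = 3.65e-07). The noncoding RNA *linc-17* (Y49F6A.9), also depleted of small RNAs, was at 0.464 ± 0.0793 CPM in WT and 4.50 ± 0.827 CPM in *rde-4* (log2 fold change 3.28, adjusted p = 0.000188). C32D5.8, which has no gene name, went the other way, from 114 ± 6.54 CPM to 4.81 ± 0.42 CPM (log2 fold change −4.56, adjusted p = 2.42e-10), although the paper lists fewer small RNAs against it. C32D5.8 was at 136 CPM in *age-1* and 151 CPM in *age-1; rde-4* (log2 fold change 0.15, adjusted p = 0.611, interaction 4.71, adjusted p = 3.42e-09). The noncoding RNA C32D5.18, which lies within C32D5.8, was at 1.29, 0.0381, 1.86 and 1.8 CPM in WT, *rde-4*, *age-1* and *age-1; rde-4*. The fall was thus seen in the *rde-4* strain alone, and these values do not show that loss of RDE-4 causes it. Sperm genes outside the MSP family, whose levels differed between populations of a group, had a median log2 fold change of 1.16. The lectin gene *clec-86* (C54D1.2) was at 4.31 ± 1.27 CPM in WT and 0.833 ± 0.223 CPM in *rde-4* (log2 fold change −2.37, adjusted p = 0.00294). The immune response gene *irg-5* (F35E12.5) was at 7.78 ± 2.32 CPM in WT and 61.1 ± 22.6 CPM in *rde-4* (log2 fold change 2.97, adjusted p = 0.000782). Of all genes tested, 607 were higher and 145 were lower (1584 and 831 at an unadjusted p under 0.05). The 300 genes compare with 33.3 expected if mRNA and small RNA calls were unrelated (odds ratio 24.5, p = 1.36e-225 from Fisher's exact test, two-sided). As a set, the depleted genes moved with an adjusted p of 8.94e-45 from camera with a preset correlation between genes and 0.291 with an estimated correlation. For the sperm genes these values were 5.86e-16 and 0.445. Across the 503 depleted genes with an mRNA log2 fold change above 1 at an unadjusted p under 0.05, the mRNA change and the paper's small RNA change had a Pearson r of −0.12 (permutation p = 0.0076, adjusted p = 0.015 over 6 correlations) and a Spearman rho of −0.09 (permutation p = 0.035, adjusted p = 0.052). Over all 919 genes r was 0.01 (permutation p = 0.75), and genes are not independent replicates. The counts changed with single libraries. Leaving out WT replicates 2 and 3 in turn gave 938 and 228 higher genes, and leaving out WT replicate 1 lowered the count by more than 1.5 times as well. Leaving out WT replicates 1, 2 and 3, 49, 122 and 72 were lower, and 109, 460 and 109 of the depleted genes were higher. For *rde-4* replicates 1, 2 and 3, these were 272, 227 and 916, then 52, 40 and 113, then 142, 120 and 462.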

As expected, we found a correlation between siRNA depletion and its target mRNA elevation in *rde-4* mutants consistent with negative gene regulation by siRNAs (Fig. 1C, Dataset EV4). Surprisingly, this effect was even more pronounced in the *age-1(hx546)* mutant background (Fig. 1D). 

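In the *age-1* background, the number of mRNAs that differed after loss of RDE-4 depended on the threshold and the tool. *saeg-2* was at 8.75 ± 0.492 CPM (SD, n = 3) in *age-1* and 47.9 ± 4.96 CPM in *age-1; rde-4* (log2 fold change 2.45, SE 0.13, adjusted p = 9.48e-07). The neighbours ZK402.5 and ZK402.3, on chromosome X from 1398824 to 1401359 and from 1402025 to 1403011, rose by log2 fold changes of 3.17 (SE 0.36, adjusted p = 0.00194) and 2.71 (SE 0.29, adjusted p = 0.0012). Y73B6BL.12 was at 1.63 ± 0.714 CPM in *age-1* and 12.9 ± 2.53 CPM in *age-1; rde-4* (log2 fold change 2.99, adjusted p = 0.00234). The cathepsin B-like protease gene *cpr-5* (W07B8.5) was at 151 ± 27.1 CPM in *age-1* and 49 ± 10.6 CPM in *age-1; rde-4* (log2 fold change −1.62, adjusted p = 0.00603). Of 837 measured genes with fewer antisense small RNAs without RDE-4 in both backgrounds, by the paper's lists, 23 were higher and 1 was lower in *age-1; rde-4* than in *age-1*, with a median log2 fold change of 0.15 (44 higher and 4 lower when adjusted over the list alone, and 125 and 39 at an unadjusted p under 0.05). The 1 gene that was lower is *ssp-19*, a sperm gene. The same 837 genes had a median of 1.37 in *rde-4* against WT and of 1.60 in *age-1* against WT. Between *age-1; rde-4* and WT the median was 1.66. The difference between the backgrounds, tested as an interaction, had a median of −1.32 (adjusted p = 1.01e-21 from camera and 0.48 with an estimated correlation). Between *age-1; rde-4* and *age-1* the set's adjusted p was 7.9e-06 from camera and 0.953 with an estimated correlation. Over all genes tested, 53 were higher and 18 were lower, and at an unadjusted p under 0.05 these were 874 and 975. DESeq2 called 284 higher and 149 lower, and edgeR's exact test called 290 and 219. Of the 837 genes, DESeq2 called 68 higher and the exact test 94, 45 were higher with replicate number as a block, 45 with the collagen level of each library as a covariate (added after the data were seen), and 6 when protein-coding genes alone were tested, while 9, 22, 3, 1 and 1 were lower. Over all genes tested, the counts without *age-1* replicates 1, 2 and 3 in turn were 17, 31 and 24 higher and 3, 5 and 5 lower, and without *age-1; rde-4* replicates 1, 2 and 3 they were 122, 25 and 31 higher and 49, 4 and 6 lower. The count of 23 became 10, 11 and 14 without *age-1* replicate 1, *age-1* replicate 3 and *age-1; rde-4* replicate 2, and the median of 0.15 became 0.27 and 0.08 without *age-1* replicates 2 and 3 and −0.01 and 0.24 without *age-1; rde-4* replicates 1 and 3. The small RNA changes between *age-1; rde-4* and *age-1* were not available, so no correlation with them was computed.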

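Part of the genes with more antisense small RNAs in *age-1* mutants than in WT were also higher as mRNAs. Of 1184 measured genes that the paper lists with more antisense small RNAs in *age-1*, 687 were higher and 5 were lower as mRNAs than in WT, with a median log2 fold change of 1.60 (834 higher and 27 lower when adjusted over the list alone). Among 384 measured genes with fewer antisense small RNAs, 11 were higher and 8 were lower, and the median was −0.11. The gene *lea-1* (K08H10.1, chromosome V from 10011923 to 10028168), which encodes a late embryogenesis abundant protein that protects against drying, was at 141 ± 25.3 CPM (SD, n = 3) in WT and 945 ± 51.3 CPM in *age-1* (log2 fold change 2.75, SE 0.24, adjusted p = 0.000161). The S-adenosylmethionine synthetase gene *sams-5* (T13A10.11) was at 10.3 ± 5.18 CPM in WT and 65.5 ± 8.14 CPM in *age-1* (log2 fold change 2.66, SE 0.39, adjusted p = 0.00318). F57A10.2 was at 0.122 ± 0.0361 CPM in WT and 2.55 ± 0.504 CPM in *age-1* (log2 fold change 4.39, adjusted p = 0.000161). Outside the list, *sod-3* (C08A9.1), the mitochondrial superoxide dismutase gene activated by DAF-16, was at 4.68 ± 0.238 CPM in WT and 22.2 ± 4.49 CPM in *age-1* (log2 fold change 2.25, SE 0.24, adjusted p = 0.000807). Over all genes tested, 2046 were higher and 432 were lower (3528 and 2036 at an unadjusted p under 0.05). The 687 genes compare with 145 expected if the calls were unrelated (odds ratio 14.4). As a set the listed genes moved with an adjusted p of 1.62e-25 from camera and 0.42 with an estimated correlation. Across the 689 listed genes with an mRNA log2 fold change above 1 at an unadjusted p under 0.05, the mRNA change and the paper's small RNA change had a Pearson r of 0.31 and a Spearman rho of 0.25 (permutation p = 1e-05 for each, the smallest that the permutations can give, and adjusted p = 3e-05). Without WT replicate 2 the r was 0.19. Over all 1184 genes r was 0.04 (permutation p = 0.18, adjusted p = 0.22). Leaving out WT replicates 1, 2 and 3 in turn, 394, 2933 and 307 genes were higher, 40, 1254 and 46 were lower, and 73, 812 and 56 of the listed genes were higher. Leaving out *age-1* replicates 1, 2 and 3 also lowered the higher genes by more than 1.5 times (to 361 and 1153 for replicates 2 and 3) and gave 147, 28 and 115 lower genes and 459, 78 and 411 higher listed genes. With the collagen level of each library as a covariate, added after the data were seen, 14 genes were higher and 8 were lower. The list's median was then 0.82, and 2 of its genes were higher. The collagen level was −0.87, 0.12 and −0.44 in WT and −0.04, 0.47 and 0.48 in *age-1*. The covariate thus overlaps with the comparison and can remove effects of the mutation, so lost calls do not show a cause.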

In *age-1(hx546)* mutants, we also detected a positive correlation between siRNA and mRNA levels (Fig. 1E, Datasets EV4–EV6). Importantly, we observed elevated expression of genes repressed by RDE-4 in *age-1(hx546)* (Figs. 1F and EV1A), which suggests defects of RNAi-based gene silencing in this IIS mutant. Specifically, genes repressed by ALG-3/4-bound siRNAs (Conine et al, 2010) were elevated in both *rde-4* and *age-1* mutants (Fig. 1G, Datasets EV5, EV6). 

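Genes that rose in *rde-4* mutants largely rose in *age-1* mutants too. Of the genes higher in each mutant than in WT, 484 were higher in both. The gene *tag-344* (B0511.4, chromosome I from 10644245 to 10645617), which lost antisense small RNAs without RDE-4, was at 0.971 ± 0.388 CPM (SD, n = 3) in WT, 10.7 ± 4.42 CPM in *rde-4* and 4.77 ± 0.817 CPM in *age-1* (log2 fold changes 3.46 and 2.30, adjusted p = 0.000849 and 0.0048). Y58A7A.3, on chromosome V from 5077854 to 5080903, was at 0.21 ± 0.285 CPM in WT and 20 ± 1.58 CPM in *rde-4*, and it rose in *age-1* too (log2 fold changes 6.59 and 5.94, adjusted p = 0.00073 and 0.00106). Its neighbour Y58A7A.4, which may share reads with it, rose in both as well (log2 fold changes 6.24 and 5.52). The lysozyme gene *lys-5* (F58B3.2) fell in both, from 5.28 ± 1.75 CPM in WT to 0.64 ± 0.0642 CPM in *rde-4* and 0.952 ± 0.182 CPM in *age-1* (log2 fold changes −3.04 and −2.47, adjusted p = 0.000849 and 0.00238). The F-box pseudogene *fbxa-193* fell by log2 fold changes of −2.47 and −2.56. In *age-1; rde-4*, Y58A7A.3, Y58A7A.4 and *fbxa-193* were at 17.4, 4.01 and 1.69 CPM, against 0.21, 0.0637 and 12.1 CPM in WT. For these genes WT thus differed from every mutant strain, the double mutant lay near the single mutants, and the cause was not tested. Of 524 genes changed in both mutants, 521 or 99.4% changed in the same direction (exact 95% interval 98.3 to 99.9, for counting error only). With the shared WT libraries as the only link, simulations gave 99.1% at an unadjusted p under 0.05, where 96.8% was observed. In such simulations a gene is called in both comparisons mostly through its WT counts, so a high share is built in. The share therefore cannot tell shared controls from shared effects. An overlap of 74.2 genes would be expected if the lists were unrelated (odds ratio 36.7), and 37 genes were lower in both against 3.74 expected (p = 1.29e-26 from Fisher's exact test, two-sided). Both comparisons use the same WT libraries, so part of the excess may come from these controls. At an unadjusted p under 0.05 the 20 simulations shared 103 genes on average and 125 at most, with 9.29 expected, against 1290 observed with 334 expected. The covariance of the log2 fold changes in *rde-4* and *age-1* was 0.538 across genes against 0.115 in the simulations (SD 0.0055), and r was 0.63 against 0.50. The simulations drew each gene on its own, whereas sperm genes moved together between the WT libraries. They may therefore understate what the shared controls alone produce, and do not settle how much of the excess remains. The 484 genes became 874 with DESeq2, 221 with no filter on low counts, 246 with only the groups compared and 746 with replicate number as a block. They became 6 with the collagen level of each library as a covariate, a term added after the data were seen. Collagen levels differ between WT and *age-1*, so this fall does not show a cause. With WT replicates 1, 2 and 3 left out in turn, 65, 868 and 50 genes were higher in both and 8, 40 and 8 lower. Without *rde-4* replicates 1, 2 and 3 these were 214, 184 and 804, and 14, 6 and 31, and without *age-1* replicates 1, 2 and 3 they were 333, 95 and 282, and 20, 11 and 20. From the overlap of these genes, the paper proposes that RNAi-based gene silencing is defective in the *age-1* mutant.

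**Figure D1:**
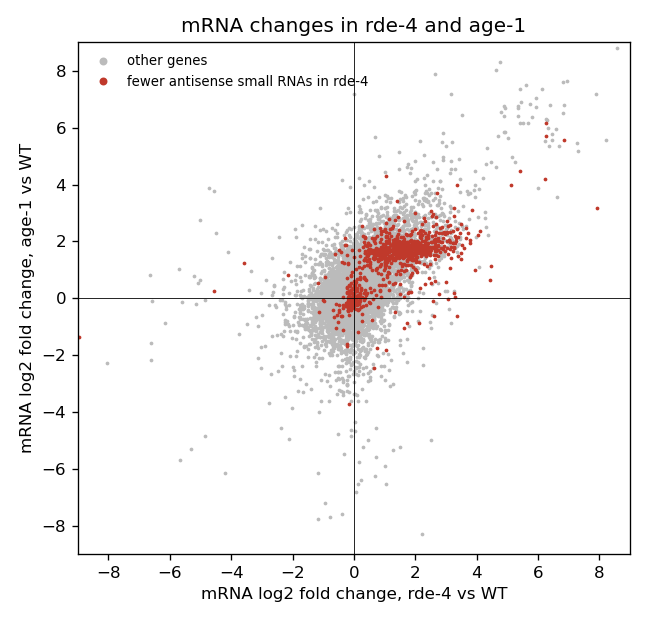
Log2 fold change of each tested gene in *age-1* against WT (vertical axis) and in *rde-4* against WT (horizontal axis), 1 point per gene, with genes that have fewer antisense small RNAs in *rde-4* in red and 7 genes outside the axes. Most red points lie above 0 on both axes.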

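Genes that the paper marks as repressed by ALG-3/4-bound siRNAs were mostly higher in both mutants. The marks could be read for most of the genes that the paper lists as higher in *rde-4*, and 114 of these were marked. Their median log2 fold change was 2.44 in *rde-4* against WT (quartiles 1.93 and 2.89) and 1.73 in *age-1* against WT (quartiles 1.52 and 2.03), and 85 and 81 of them were higher at an adjusted p under 0.05 (32 and 0 with the collagen level of each library as a covariate, added after the data were seen). Between *age-1; rde-4* and *age-1* the median was 0.89, and 105 of the 114 log2 fold changes were above 0, but 6 genes were higher at an adjusted p under 0.05 (46 at an unadjusted p, 27 with DESeq2, 36 with edgeR's exact test, 1 with no filter on low counts and 17 with the covariate). The 6 became 0, 3 and 0 without *age-1* replicates 1, 2 and 3 and 4, 1 and 3 without *age-1; rde-4* replicates 1, 2 and 3. The histone H3 variant gene *his-70* (E03A3.4, chromosome III from 4059715 to 4060119) was at 0.962 ± 0.435 CPM (SD, n = 3) in WT, 16 ± 8.44 CPM in *rde-4*, 4.55 ± 1.43 CPM in *age-1* and 22.3 ± 8.56 CPM in *age-1; rde-4*. Its log2 fold changes against WT were 4.05 in *rde-4* (adjusted p = 0.00112), 2.24 in *age-1* (adjusted p = 0.0144) and 4.54 in *age-1; rde-4* (adjusted p = 0.000316). ZK930.4 changed in the same order, from 1.61 ± 0.96 CPM in WT to 6.23 ± 2.61 CPM in *age-1*, 22.5 ± 10 CPM in *rde-4* and 24.6 ± 8.24 CPM in *age-1; rde-4*, and was chosen after its values were seen. The *his-70* difference between *age-1* and WT did not pass the test without WT replicate 1, WT replicate 3 or *age-1* replicate 2. The 114 genes had been selected as higher in *rde-4* on these libraries, so no test against other genes was made. At an unadjusted p under 0.05, 107 of the 114 were higher in *age-1*, against 1290 of all 1584 genes higher in *rde-4*. Leaving out WT replicates 1 and 3 and *rde-4* replicates 1 and 2 in turn, 43, 41, 51 and 46 of them were higher in *rde-4*. Without WT replicates 1 and 3 and *age-1* replicates 2 and 3, 13, 10, 11 and 49 were higher in *age-1*.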

Importantly, the majority of genes targeted by RDE-4-dependent siRNAs overlap with ALG-3/4 targets (Seroussi et al, 2023) (Dataset EV3). Also, genes corresponding to RDE-1-dependent small RNAs (“RDE-1 targets”) (Seroussi et al, 2023) were upregulated in *age-1(hx546)* (Fig. EV1B). In addition to gene silencing, ALG-3/4-associated endo-siRNAs can promote the expression of their gene targets (“positive targets”) notably at 25 °C (Conine et al, 2013). This effect appears to be enhanced by *age-1(hx546)* (Figs. 1G and EV1C). Thus, the *age-1(hx546)* background modulates the gene expression of ALG-3/4 target genes.

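Genes that the paper marks as losing small RNAs without RDE-1, the Argonaute of exogenous RNAi, were mostly higher in *age-1* mutants. Of 526 such genes measured, among those the paper lists as higher in *rde-4*, 421 were higher in *age-1* than in WT at an adjusted p under 0.05, and their median log2 fold change was 1.74. In *rde-4* against WT, 316 were higher and the median was 1.89, and in *age-1; rde-4* against *age-1*, 16 were higher (74 with DESeq2, 94 with edgeR's exact test, 43 with a replicate block and 6 among protein-coding genes alone) and the median was 0.45. With the collagen level of each library as a covariate, added after the data were seen, the 421, 316 and 16 became 1, 89 and 37. The *rde-1* transcript itself (K08H10.7, chromosome V from 9987916 to 9991642) was at 169 ± 8.34 CPM (SD, n = 3) in WT, 167 ± 17 CPM in *rde-4* and 147 ± 1.91 CPM in *age-1*, and did not pass the test in either mutant (adjusted p = 0.982 and 0.192). *ergo-1* (R09A1.1) and *nrde-3* (R04A9.2), which encode Argonautes of the ERGO-1 siRNA pathway, did not pass it in *age-1* either (log2 fold changes 0.10 and −0.15, adjusted p = 0.821 and 0.534). The marked genes too had been selected as higher in *rde-4* on the same libraries. At an unadjusted p under 0.05, 486 of the 526 were higher in *age-1*, against 1290 of all 1584 genes higher in *rde-4*. A rise in *age-1* was thus common to most genes higher in *rde-4*, and no test of the mark was made. If WT replicates 1 and 3 and *age-1* replicates 2 and 3 were left out in turn, 42, 28, 41 and 258 of the marked genes were higher in *age-1*. With WT replicates 1 and 3 and *rde-4* replicates 1 and 2 left out, 124, 125, 154 and 137 were higher in *rde-4*. The 16 became 6, 8, 9 and 10 without *age-1* replicates 1 and 3 and *age-1; rde-4* replicates 2 and 3.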

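Genes that the paper marks as promoted by ALG-3/4 were mostly higher in *age-1* mutants than in WT, and edgeR called none of them between *age-1; rde-4* and *age-1*. They were read from the paper's list of genes higher in *rde-4* on these libraries, so genes that fall without RDE-4 were left out in advance and no test against other genes was made. Of 80 such genes, 75 were higher in *age-1* than in WT at an adjusted p under 0.05, with a median log2 fold change of 1.82 (quartiles 1.64 and 2.04). In *rde-4* against WT, 28 were higher and the median was 1.53. At an unadjusted p under 0.05, 80 of the 80 were higher in *age-1*, against 1290 of all 1584 genes higher in *rde-4*. The 75 and 28 became 1 and 0 with the collagen level of each library as a covariate, added after the data were seen. Between *age-1; rde-4* and *age-1*, edgeR called none higher or lower, 3 were higher and 3 lower at an unadjusted p under 0.05, DESeq2 called 1 lower, edgeR's exact test called 1 higher and 1 lower, and the median was 0.01. F46A9.1 (chromosome I from 9457456 to 9458842) was at 1.76 ± 0.824 CPM (SD, n = 3) in WT, 11.4 ± 6.45 CPM in *rde-4*, 17 ± 3.04 CPM in *age-1* and 20 ± 6.39 CPM in *age-1; rde-4*. It was chosen after its values were seen. The gene *comp-1* (F37E3.3), required for sperm competition, was at 3.39 ± 1.74 CPM in WT, 17.6 ± 8.04 CPM in *rde-4*, 12.3 ± 2.67 CPM in *age-1* and 20.6 ± 7.8 CPM in *age-1; rde-4*. In *rde-4* its log2 fold change was 2.37 (SE 0.43, adjusted p = 0.0087), and this call was lost without WT replicate 1 or WT replicate 3 (adjusted p = 0.0543 and 0.054). A wider set, 945 measured genes whose antisense small RNAs were more in *age-1* and fewer again in *age-1; rde-4* by the paper's lists, had a median log2 fold change of 1.64 in *age-1* against WT and 0.10 in *age-1; rde-4* against *age-1*. The 0.10 became −0.02 without *age-1; rde-4* replicate 1, where the set call was lost (adjusted p = 0.764 from camera), 0.04 without *age-1* replicate 3, and 0.18 without *age-1* replicate 2 or *age-1; rde-4* replicate 3. In *age-1; rde-4* against *age-1*, 5 were higher and 0 lower by edgeR (DESeq2 called 57 and 7, and edgeR's exact test 91 and 20; 11 and 2 when adjusted over the list alone, and 125 and 46 at an unadjusted p under 0.05; adjusted p = 0.000554 from camera and 0.953 with an estimated correlation). The 5, named after their values were seen, are *tag-191*, C25D7.16, C06A5.2, Y69F12A.1 and W08E3.4. Without WT replicates 1 and 3 and *age-1* replicates 1, 2 and 3 in turn, 13, 10, 50, 13 and 49 of the 80 genes were higher in *age-1*, and without WT replicates 1, 2 and 3 and *rde-4* replicates 1, 2 and 3, 5, 63, 6, 9, 6 and 65 were higher in *rde-4*. The 5 became 0, 3, 0, 1 and 2 without *age-1* replicates 1, 2 and 3 and *age-1; rde-4* replicates 2 and 3.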

To determine whether impairment in the ALG-3/4 or RDE-1 pathways contributes to the synergistic longevity of *age-1; rde-4* double mutants, we measured the lifespan of the corresponding mutants in the WT and *age-1(hx546)* backgrounds. Excitingly, the *alg-3; alg-4* mutations strongly and consistently extended lifespan in the *age-1(hx546)* background (+33% MLS in *age-1* mutants and an additional +20% MLS in *age-1; alg-3; alg-4* mutants, compared to WT) (Fig. 1H, Dataset EV1), phenocopying the nonlinear, synergistic effect of *rde-4(-)* on *age-1(hx546)* longevity (Fig. 1A,B). Indeed, the lifespan extension by *alg-3(-); alg-4(-)* in a WT background was mild ( + 5% MLS) and variable (Fig. 1H, Dataset EV1). Meanwhile, the *rde-1* mutation resulted in a mild and variable extension of lifespan in both WT ( + 5% MLS) and *age-1(hx546)* backgrounds (+ 25% MLS in *age-1* mutants and an additional +7.5% MLS in *age-1; rde-1* mutants, compared to WT), an effect that appears to be linear (Fig. EV1D, Dataset EV1). Moreover, we measured the lifespan of male worms. Although *age-1(hx546)* lived longer compared to WT, the addition of *alg-3(-); alg-4(-)* did not cause lifespan extension in males (Fig. EV1E). ALG-3/4 function may be more critical for male physiology compared to hermaphrodites or pro-longevity signaling in *age-1; alg-3; alg-4* mutants may require components present in hermaphrodites but not males.

To further connect the *age-1(hx546); rde-4(-)* life extension to ALG-3/4 pathway deficiency, we conducted lifespan experiments using *nrde-3* mutants deficient in the downstream steps of the ERGO-1 pathway (Guang et al, 2008), since ERGO-1 also binds RDE-4-dependent siRNAs (Grishok, 2013). The *age-1; nrde-3* double mutant worms lived shorter compared to *age-1* alone (Fig. EV1F), consistent with the reported pro-longevity function of the ERGO-1 pathway (Cohen-Berkman et al, 2020).

We conclude that decreased activity of the ALG-3/4 pathway in *rde-4* and *alg-3/4* mutant hermaphrodites results in lifespan extension that is strongly enhanced in the moderate IIS mutant *age-1(hx546)*.

### Correlation between the enhanced lifespan and healthspan in *age-1; alg-3; alg-4* mutants

As worms age, they become increasingly frail and eventually cease to move spontaneously, despite being alive and moving once prodded. While measuring the lifespan of *age-1; alg-3; alg-4* triple mutants, we noticed, despite being blinded to the genotype, that the worms appeared healthier at time points before their longevity became obvious (Fig. EV1G). To quantify this healthspan effect, we repeated the lifespan assay while counting the number of worms that were both alive and spontaneously moving. Consistent with previous research (Duhon and Johnson, 1995), we found that *age-1* mutants exhibited a mildly prolonged healthspan, which was statistically significant at only one of the tested time points, day 34 of adulthood (Day 34) (Fig. 2A). Strikingly, *age-1; alg-3; alg-4* triple mutants had an even further extended healthspan than *age-1(hx546)*, at several timepoints (Days 32, 39, and 46), which means these worms not only live longer but also have more preserved movement throughout their life (Fig. 2B).

**Figure 2:**
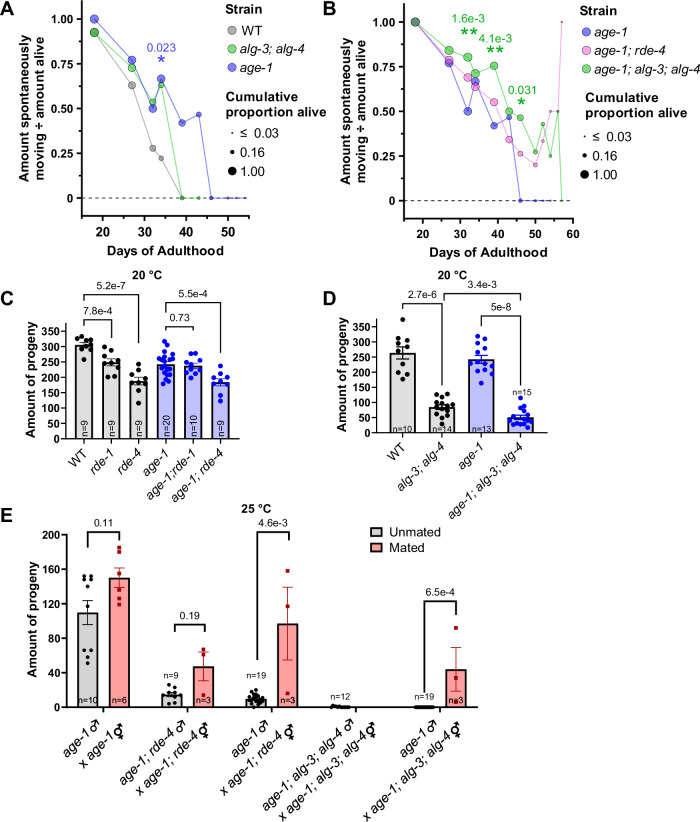
Disruption of RNAi in *age-1* mutants extends healthspan at the expense of fertility. (**A**, **B**) The number of worms exhibiting spontaneous movement (“amount spontaneously moving”) among those alive decreases with age. At Day 34 of adulthood, a larger proportion of live worms exhibit spontaneous movement in *age-1(hx546)* than WT (*n* = 45 and 9 animals) (**A**). A larger proportion of live worms exhibit spontaneous movement in *age-1(hx546); alg-3(tm1155); alg-4(ok1041)* than *age-1(hx546)* at Day 32 (*n* = 61 and 46 animals), Day 39 (*n* = 49 and 31 animals), and Day 46 (*n* = 28 and 7 animals) (**B**). *P* values of these comparisons are indicated above asterisks. (**C**, **D**) Brood size in the WT or *age-1(hx546)* background of RNAi mutants *rde-1(ne219)*, *rde-4(ne301)* (**C**), and *alg-3(tm1155); alg-4(ok1041)* (**D**). (**E**) Brood size at 25 °C in the *age-1(hx546)* background in progeny resulting from crossing *age-1(hx546)* control males with hermaphrodite RNAi mutants or RNAi mutant males with isogenic hermaphrodites. Crosses with successful mating indicated in red bars, unsuccessful crosses (self-fertilization) in gray bars. Error bars are s.e.m. Fisher’s exact test was used for (**A**) and (**B**). Bars represent means and are compared with unpaired two-tailed tests: t-tests in (**C**–**E**) and Mann-Whitney tests in (**D**, **E**) (see Methods for decisions between t and Mann-Whitney tests, as well as corrections). Sample sizes for (**C**–**E**) are indicated at the bottom of graphs and always represent the number of biological replicates (animals) in all figures. ns: not significant for all figures. Source data are available online for this figure.

To assess the reproductive health of our strains, we measured their brood size. Consistent with previous research (Seroussi et al, 2023; Blanchard et al, 2011), *rde-1* and *rde-4* mutants had fewer progeny that developed normally, and this was not exacerbated in *age-1* mutants (Fig. 2C). The *alg-3; alg-4* mutants have defective sperm leading to a strongly decreased brood size at 20 °C and sterility at 25 °C, which are essentially fully rescued by WT sperm (Conine et al, 2010). Interestingly, the small brood size of *alg-3; alg-4* mutants at 20 °C was significantly worsened in the *age-1(hx546)* background (Fig. 2D). To assess whether this combinatorial decrease in brood size was also caused by a sperm defect, we tested whether the near-sterility of *age-1(hx546); rde-4(-)* and full sterility of *age-1(hx546); alg-3(-); alg-4(-)* hermaphrodites at 25 °C could be rescued by *age-1(hx546)* male sperm (Fig. 2E). We found that in both cases, fertility could indeed be restored with *age-1(hx546)* sperm. However, the extent of the brood size rescue by *age-1(hx546)* sperm was largely incomplete in *age-1(hx546); alg-3(-); alg-4(-)* hermaphrodites, suggesting they may also have an oocyte defect (Fig. 2E).

Finally, we measured the incidence of deaths considered “unnatural” or “accidental” in the tested strains over their lifespan. While “natural” deaths of aging occur slowly and are often accompanied by a gradual decrease in spontaneous movement, “accidental” deaths are defined by sudden deaths following an incident, such as internal hatching of progeny or leaking of the intestine, preceded by vulval bursting. These “accidental” deaths are typically right-censored in lifespan analyses (Cornwell and Samuelson, 2020; Park et al, 2017) but may provide additional insights into the health and physiological state of different worm strains. The *age-1; rde-4* and *alg-3; alg-4* mutants displayed a decrease in deaths caused by internal hatching of their progeny (Fig. EV2A,B), which may be explained by their very low brood size (Fig. 2C,D). Interestingly, the *rde-1* and *rde-4* mutations decreased the incidence of intestinal leakage-related deaths, specifically in the *age-1(hx546)* background (Fig. EV2C). Intriguingly, *alg-3; alg-4* mutants showed a strong increase in deaths by leaking of the intestine (25% of worms compared to 10% in WT), which was fully suppressed by *age-1(hx546)* (Fig. EV2D). These results suggest additional genetic interactions between endogenous RNAi pathways and IIS, where the *age-1(hx546)* background suppresses “unnatural” deaths caused by leaking of the gut in *alg-3; alg-4* mutants.

Overall, we found that the combined impairments of *alg-3, alg-4*, and *age-1* resulted in a prolonged healthspan and lifespan.

### ALG-3/4 inhibition correlates with lifespan extension in *daf-2(e1370)*

Next, we tested whether the lifespan extension of *age-1(hx546); rde-4(-)* was dependent on DAF-16 and found that it was fully suppressed by the *daf-16(mgDf50)* mutation (Fig. 3A). Interestingly, the highly extended lifespan of *daf-2(e1370)* mutants, which have a stronger decrease in IIS and activation of DAF-16 compared to *age-1(hx546)* (Dorman et al, 1995; Henderson and Johnson, 2001; Gottlieb and Ruvkun, 1994), was not further extended by the loss of RDE-4 (Fig. 3B,C). Since the lifespan of *daf-2(e1370)* worms is strongly extended by germline ablation (Hsin and Kenyon, 1999), our results suggest that the effect of *rde-4(-)* on longevity is distinct from germline loss. Moreover, these results indicate that disruption of RDE-4-dependent endogenous RNAi pathways can extend the lifespan of *age-1(hx546)* by further activating DAF-16 (Fig. 3C, right). In longer-lived *daf-2* mutants, however, this enhancement of DAF-16 activity may already be occurring such that the *rde-4* mutation does not affect lifespan (Fig. 3C, middle).

**Figure 3:**
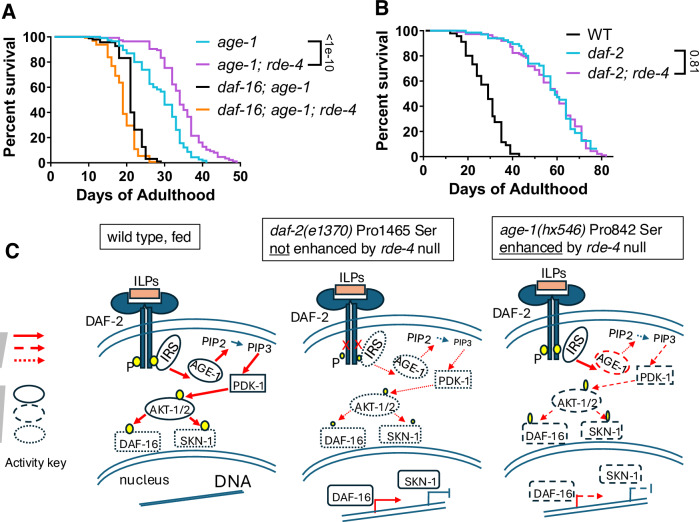
Longevity by loss of *rde-4* in *age-1(hx546)* depends on DAF-16 and does not occur in *daf-2(e1370)*, where IIS is strongly reduced. (**A**) Survival curves showing that lifespan extension from the *age-1(hx546); rde-4(ne301)* mutations (*n* = 143 and 138 animals) is suppressed in a *daf-16(mgDf50)* background (*n* = 132 and 145 animals). Pooled data from 3 independent experiments. (**B**) Survival curve showing that *rde-4(ne301)* does not extend lifespan in a *daf-2(e1370)* background (*p* = 0.81, *n* = 140 and 167 animals). Pooled data from 2 independent experiments. Comparisons in (A, B) were done with the log-rank test. (**C**) Schematic illustrating genetic interactions between the partial loss-of-function *daf-2(e1370)* and *age-1(hx546)* mutants and *rde-4* null mutant. *daf-2(e1370)* is stronger than *age-1(hx546)*. Source data are available online for this figure.

Consistent with the possibility of impaired endogenous RNAi in *daf-2(e1370)*, we observed that genes upregulated in *daf-2(e1370)* compared to WT (Zullo et al, 2019) and in *age-1; rde-4* compared to *age-1* mutants significantly overlapped (Fig. EV3A), as is the case for downregulated genes in both comparisons (Fig. EV3B). Excitingly, *alg-3* and *alg-4* were found to be strongly downregulated in *daf-2(e1370)* (Zullo et al, 2019) (Fig. EV3C). For technical reasons, we could not observe possible increased nuclear localization of endogenously tagged DAF-16::GFP in *age-1(hx546); rde-4(-)* (Fig. EV3D,E), as it is very sensitive to external conditions and already resides in the nucleus of animals taken for imaging.

Next, we evaluated *alg-3* and *alg-4* mRNA expression in WT, *daf-2(e1370), daf-16(mgDf50)*, and double *daf-2; daf-16* mutant worms. We performed a time-series quantitative PCR (qPCR) experiment including young L4, late L4, young adult, and D2 adult stages (Fig. EV4A,B). We found that *alg-3* mRNA was significantly decreased in *daf-2(e1370)* mutants specifically at the late L4 stage, coinciding with the stage when *alg-3* RNA levels peak (Fig. EV4A). Importantly, this regulation of *alg-3* mRNA in *daf-2(e1370)* mutants was dependent on DAF-16 (Fig. EV4A). Changes in *alg-4* followed similar trends, but were not statistically significant (Fig. EV4B). We also used an endogenously-tagged GFP::ALG-3 strain (Charlesworth et al, 2021) to assess ALG-3 protein levels in these strains over further subdivided developmental stages (Fig. 4A). ALG-3 protein levels were initially lower in both *daf-2* and *daf-2; daf-16* mutant strains during young and moderate L4 stages (Fig. 4A,B), which may have been caused by their slower growth. We observed a DAF-16-dependent decrease in ALG-3 protein levels in *daf-2* mutants beginning at the late L4 stage (Fig. 4A,C), where ALG-3 is expressed in spermatocytes. This DAF-16-dependent decrease in ALG-3 was particularly striking in young adult spermatocytes (Fig. 4A,D) and residual bodies (Fig. EV4C), and persisted in residual bodies of moderate Day 1 adults (Fig. 4A,E). Male *daf-2* mutant young adults also showed a decrease in spermatocyte ALG-3 protein levels (Fig. EV4D). Expression of *alg-3* and *alg-4* in hermaphrodites was subsequently depleted in all strains by day 2 of adulthood (Figs. 4A and EV4A,B). In contrast to *daf-2* mutants, *age-1(hx546)* mutants displayed a very mild decrease in ALG-3 levels (Fig. EV4E).

**Figure 4:**
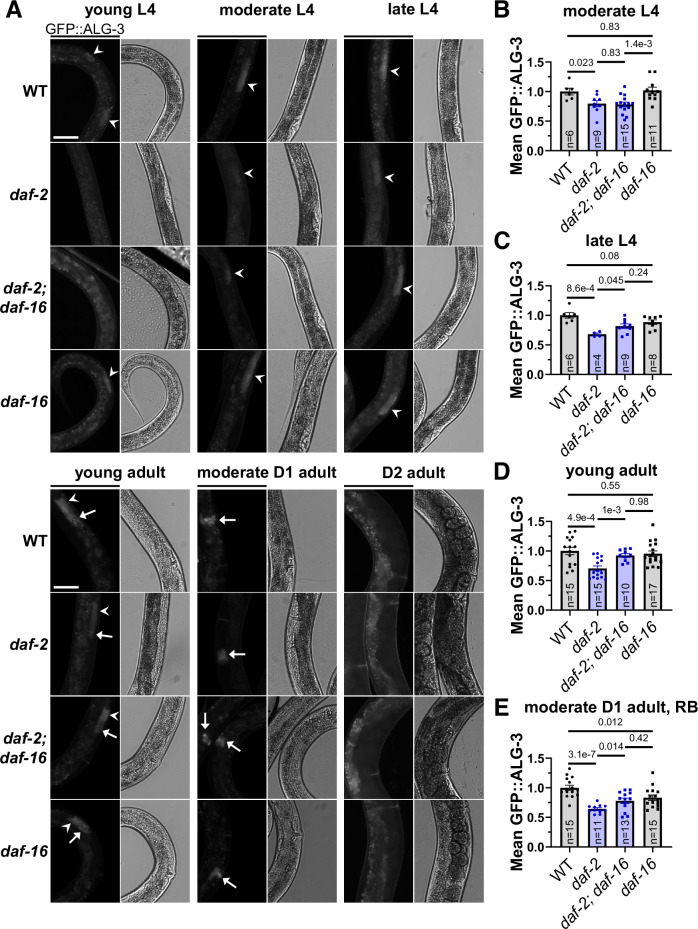
Strong impairment of IIS results in decreased ALG-3/4 levels dependent on DAF-16. (**A**) Representative images in young L4, moderate L4, late L4, early young adult, moderate Day 1 (D1) adult, and Day 2 (D2) adult stages of endogenously-tagged GFP::3xFLAG::ALG-3 (GFP::ALG-3) expressed in spermatocytes (arrowheads) and/or residual bodies (RB, arrows) in WT, *daf-2(e1370)*, *daf-16(mgDf50)*, and double *daf-2; daf-16* mutant worms. Exposure was kept constant for all strains of a given stage, but not between stages. Scale bars: 50 μm. (**B–E**) Quantification of GFP::ALG-3 in spermatocytes of moderate L4s (**B**), late L4s (**C**), early young adults (**D**), and RB in moderate D1 adults (**E**). Error bars are s.e.m. for (**B**–**E**). Sample sizes for (**B**–**E**) are indicated in the graphs and represent the number of biological replicates (animals). Bars were compared with unpaired two-tailed tests: t-tests in (**B**–**E**) and Mann-Whitney test in (**D**) (see Methods for decisions between t and Mann-Whitney tests, as well as corrections). Source data are available online for this figure.

Overall, we found that ALG-3 is already repressed in a strong reduction of IIS background, *daf-2(e1370)*, and that impairing RDE-4-dependent endogenous RNAi, which is predominantly ALG-3/4-driven (Dataset EV3) (Seroussi et al, 2023), does not extend the lifespan of *daf-2(e1370)*. Consistently, ALG-3/4 depletion results in the extended longevity of a relatively weak IIS mutant, *age-1(hx546)*, where ALG-3 is not strongly repressed. Thus, our results define *alg-3* and *alg-4* as anti-longevity genes upregulated by the DAF-2 signaling pathway. Our findings are consistent with the possibility of direct repression of these genes by DAF-16 in the *daf-2(e1370)* background. Indeed, bioinformatic analyses identified a putative DAF-16 binding site in the *alg-3* promoter (Fig. EV5). Moreover, the existence of conserved potential SKN-1 binding sites at the promoters of both *alg-3* and *alg-4* (Fig. EV5) further supports the possibility of direct repression of these genes by IIS-regulated transcription factors.

### Expression of specific MSPs repressed by ALG-3/4 correlates with lifespan extension

Genes containing the Major Sperm Protein (MSP) domain were significantly enriched among the genes misregulated in *age-1(hx546); rde-4(-)* compared to *age-1(hx546)* (Fig. 5A). 

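Genes of the MSP family, which encode the main cytoskeletal protein of nematode sperm and its relatives, had a lower median level in *age-1; rde-4* mutants than in *age-1*, and few passed a test of their own. The median log2 fold change of 53 measured MSP-domain genes was −0.64, and that of the 30 named *msp-* among them was −0.90. At an adjusted p under 0.05, edgeR called none higher and 1 lower (the same when adjusted over the list alone). The gene that was lower, *ssp-19* (C55C2.2, chromosome I from 2562668 to 2562997), encodes a small MSP-domain protein of the sperm-specific class P family. It was at 5.86 ± 0.633 CPM (SD, n = 3) in *age-1* and 0.803 ± 0.179 CPM in *age-1; rde-4* (log2 fold change −2.87, SE 0.43, adjusted p = 0.0113). At an unadjusted p under 0.05, 5 MSP-domain genes were higher and 7 were lower, where 2.77 and 3.09 were expected by chance (p = 0.2 and 0.0331 from Fisher's exact test, two-sided). The list was built from gene names plus the 7 genes of Fig. 5B, and is shorter than the paper's. All 5 higher genes are among those 7, which the study chose as higher on these libraries, so their count is not independent evidence. Of the genes named *msp-*, 6 were lower and none was higher at that threshold (p = 0.00684 for the lower genes from the same exact test, with 1.75 expected). DESeq2 called 3 MSP-domain genes higher and 1 lower, and edgeR's exact test called 5 higher and 7 lower. As a set, MSP-domain genes had an adjusted p of 0.00212 from camera and 0.953 with an estimated correlation, and *msp-* genes had 2.19e-07 and 0.953. The mean centred log2 level of *msp-* genes was 0.93, 0.95 and 0.84 in *age-1* replicates 1, 2 and 3 and 0.78, −0.47 and −0.61 in *age-1; rde-4* replicates 1, 2 and 3. That of 7 measured early zygotic embryo genes was −0.67, −1.57 and −0.62 in *age-1* and −1.33, 1.59 and 1.39 in *age-1; rde-4*, in the same order. The *ssp-19* call was lost without *age-1* replicate 1, *age-1; rde-4* replicate 2 or *age-1; rde-4* replicate 3 (adjusted p = 0.0623, 0.0737 and 0.0686), and 2 genes were lower without *age-1; rde-4* replicate 1. Without *age-1; rde-4* replicates 1, 2 and 3 in turn the median of the MSP-domain genes was −1.19, −0.51 and −0.45 (adjusted p = 3.91e-08, 0.158 and 0.264 from camera), and that of the *msp-* genes was −1.49 without replicate 1.

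**Figure D2:**
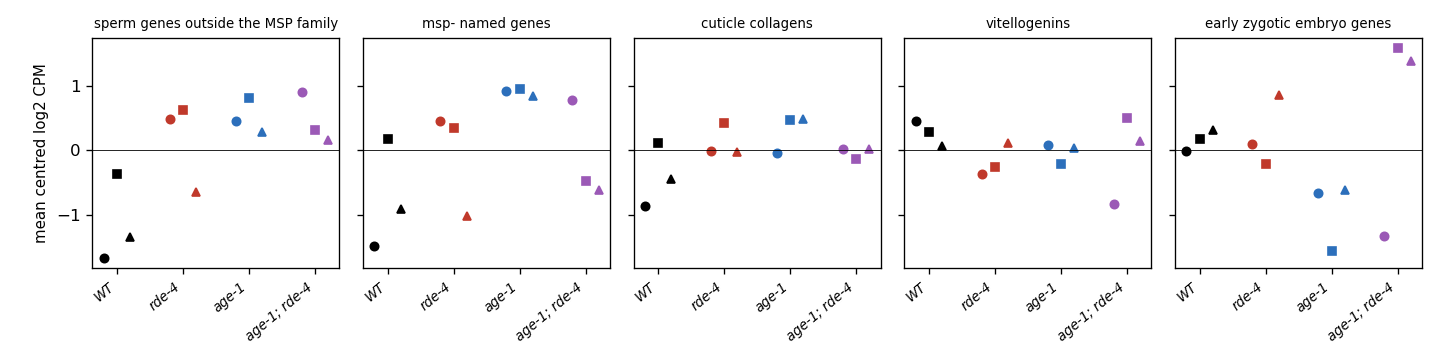
Mean centred log2 CPM of gene groups in each of the 12 libraries, with 1 point per library (circle, square and triangle for replicates 1, 2 and 3). The *msp-* genes of *age-1; rde-4* replicates 2 and 3, at −0.47 and −0.61, lie below those of replicate 1, at 0.78.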

Given that ALG-3/4 are important for spermatogenesis and spermiogenesis (Conine et al, 2010), and that *age-1(hx546); rde-4(-)* has a reduced brood size rescued by *age-1(hx546)* sperm (Fig. 2E), the apparent defect in sperm in *age-1(hx546); rde-4(-)* could explain the downregulation of many MSP genes. However, the enrichment for the upregulation of some MSP genes was unanticipated (Fig. 5A).

**Figure 5:**
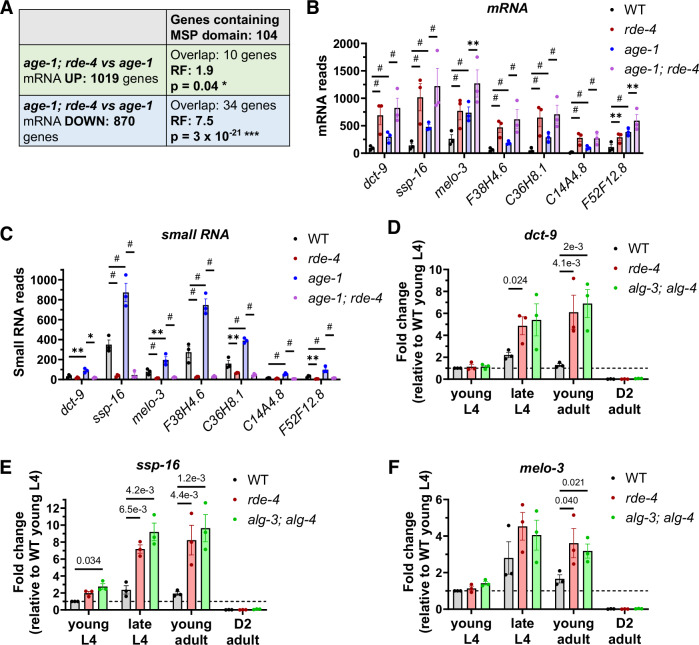
Specific MSP domain-containing genes are repressed by RDE-4 and ALG-3/4. (**A**) Table displaying the enrichment (Fisher’s exact test) for genes containing the major sperm protein (MSP) domain among genes upregulated or downregulated in *age-1(hx546); rde-4(ne301)* relative to *age-1(hx546)*. (**B**) DESeq2-normalized mRNA reads of genes containing the MSP domain that are significantly upregulated in *rde-4(ne301)*, *age-1(hx546)*, and *age-1(hx546); rde-4(ne301)*. (**C**) Raw small RNA reads of the same genes. (**D–F**) Time-series qPCRs during young L4, late L4, early young adult, and D2 adult stages of highly expressed MSP-containing genes *dct-9* (**D**), *ssp-1*6 (**E**), and *melo-3* (**F**). Statistical analyses in (**B**, **C**) are based on full RNA-sequencing Datasets EV2, EV3 (in which the exact p values are listed) that utilize Wald tests accompanied by complex statistical procedures in the DESeq2 algorithm. Sample size is n = 3 independent worm populations and error bars are s.e.m. (**B**–**F**). Comparisons in (**D**–**F**) used unpaired two-tailed tests: t-tests in (**D**–**F**) and Mann-Whitney tests in (**D**, **F**). *p < 0.05. **p < 0.01. *** or #*p* < 0.001. Source data are available online for this figure.

Specifically, seven MSP genes with reasonable expression levels in WT were found to be upregulated in all studied mutant conditions (Fig. 5B). 

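Of the 7 MSP-domain genes, 6 were higher than in WT in *rde-4* and all in *age-1* and *age-1; rde-4*, and none passed the test between *age-1; rde-4* and *age-1*. In *rde-4* the test was at an adjusted p under 0.05 (7 were higher when adjusted over the list alone and at an unadjusted p under 0.05), and the median log2 fold change was 2.86. C14A4.8 (chromosome II from 10597104 to 10598139) was at 0.189 ± 0.14 CPM (SD, n = 3) in WT and 3.65 ± 1.46 CPM in *rde-4* (log2 fold change 4.27, SE 0.62, adjusted p = 0.00263). C36H8.1 was at 0.685 ± 0.61 CPM in WT and 8.52 ± 3.71 CPM in *rde-4* (log2 fold change 3.64, SE 0.58, adjusted p = 0.00441). F38H4.6, *dct-9* and *ssp-16* had log2 fold changes of 2.97, 2.86 and 2.85 (adjusted p = 0.00603, 0.00378 and 0.0039). *melo-3* had 1.53 (adjusted p = 0.0386), and F52F12.8 had 1.37 and did not pass (adjusted p = 0.136). In *age-1* against WT all 7 were higher (7 when adjusted over the list alone), with a median of 1.78 and adjusted p-values from 0.0141 for C14A4.8 to 0.04 for F38H4.6. In *age-1; rde-4* against WT all 7 were higher, with a median of 3.08. In *age-1; rde-4* against *age-1*, edgeR called none (5 at an unadjusted p under 0.05 and 5 when adjusted over the list alone), DESeq2 called 3 and edgeR's exact test called 5. Their log2 fold changes there ran from 0.58 for F52F12.8 (adjusted p = 0.683) to 1.68 for F38H4.6 (adjusted p = 0.17), with a median of 1.31. The list was chosen by the study as higher in the mutants on these libraries. Counts adjusted over the list alone and the set tests below are therefore not independent evidence. As a set the 7 genes had adjusted p-values from camera of 1.79e-10 in *rde-4* and 0.000158 in *age-1* against WT and 3.27e-05 in *age-1; rde-4* against *age-1*, and 0.291, 0.42 and 0.684 with an estimated correlation. The call for *melo-3* in *rde-4* was lost without WT replicate 1, WT replicate 3, *rde-4* replicate 1 or *rde-4* replicate 2. In *age-1*, 1 of the 7 was higher without WT replicate 1, 0 without WT replicate 3, 4 without *age-1* replicate 1 and 0 without *age-1* replicate 2, and 0 with the collagen level of each library as a covariate.

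**Figure D3:**
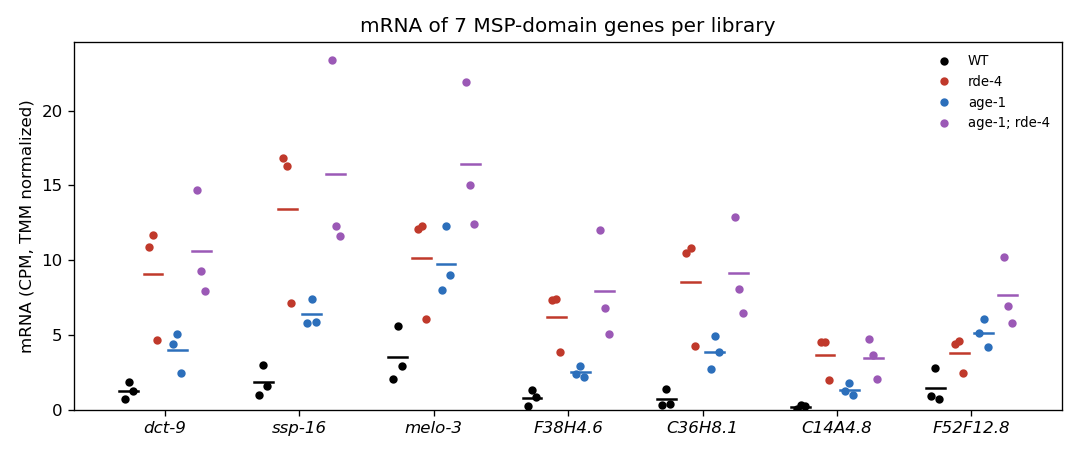
CPM of the 7 MSP-domain genes (vertical axis) in each group, with 1 point per worm population and a line at the mean of 3. C14A4.8 lay between 0.0271 and 0.274 CPM in the WT libraries and between 1.96 and 4.49 CPM in the *rde-4* libraries.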

Consistently, the levels of siRNAs antisense to these genes were reduced by *rde-4* loss of function (Fig. 5C). Also, several studies reported the upregulation of these MSPs in endogenous RNAi mutants, such as *rrf-3*, *eri-1*, *dcr-1*, *mut-16*, and *hrde-2* (Asikainen et al, 2007; Manage et al, 2020; Chen and Phillips, 2024; Welker et al, 2007). Through database annotations, we determined that expression of these seven genes was elevated in *daf-2* (Gao et al, 2018) and *eat-2* (Heestand et al, 2013; Gao et al, 2018) long-lived mutants and reduced in the short-lived *mir-71* mutant (Inukai et al, 2018). Moreover, downregulation of at least one MSP from the list, *dct-9*, was implicated in suppression of *daf-2* mutant phenotypes, such as extended lifespan and tumorous germline (Pinkston-Gosse and Kenyon, 2007). Using RT-qPCR, we confirmed the elevated expression of *dct-9*, *ssp-16*, and *melo-3* mRNAs at the late L4 and/or young adult stages in *rde-4* and *alg-3; alg-4* mutants (Fig. 5D–F).

MSPs can be secreted from the spermatogenic germline and disrupt signaling through EphR (Miller et al, 2001, 2003; Cheng et al, 2008). Given the published associations between specific MSPs and lifespan extension (Heestand et al, 2013; Gao et al, 2018), and elevated expression of these same MSPs in *rde-4* and *alg-3/4* mutant conditions that extend the lifespan of a weak IIS mutant, we propose that RDE-4/ALG-3/4 may regulate lifespan by controlling the level of secreted MSPs.

### ALG-3/4 promotes VAB-1/EphR trafficking and inhibits DAF-18/PTEN expression in oocytes

In addition to their structural role, MSP proteins mediate extracellular signaling from sperm to oocyte (Miller et al, 2001, 2003). In particular, MSPs bind to and inhibit the Eph receptor, VAB-1, in oocytes to promote oocyte maturation, while also acting on gonadal sheath cells to promote contraction, thereby promoting ovulation and fertilization (McCarter et al, 1999; Miller et al, 2001, 2003). Sperm MSPs also disrupt the trafficking of VAB-1 in the mature oocyte, where the loss of MSPs causes smaller VAB-1 vesicles that predominantly surround (but do not overlap with) the cell membrane (Cheng et al, 2008) (“perimembrane” in Fig. 6A, left). Meanwhile, the presence of MSPs causes a more random localization pattern enriched for larger interior vesicles (“random”) (Cheng et al, 2008; Hang et al, 2008) (Fig. 6A, right). This may be, in part, caused by an overall reorganization of oocyte microtubules in response to MSPs (Harris et al, 2006).

**Figure 6:**
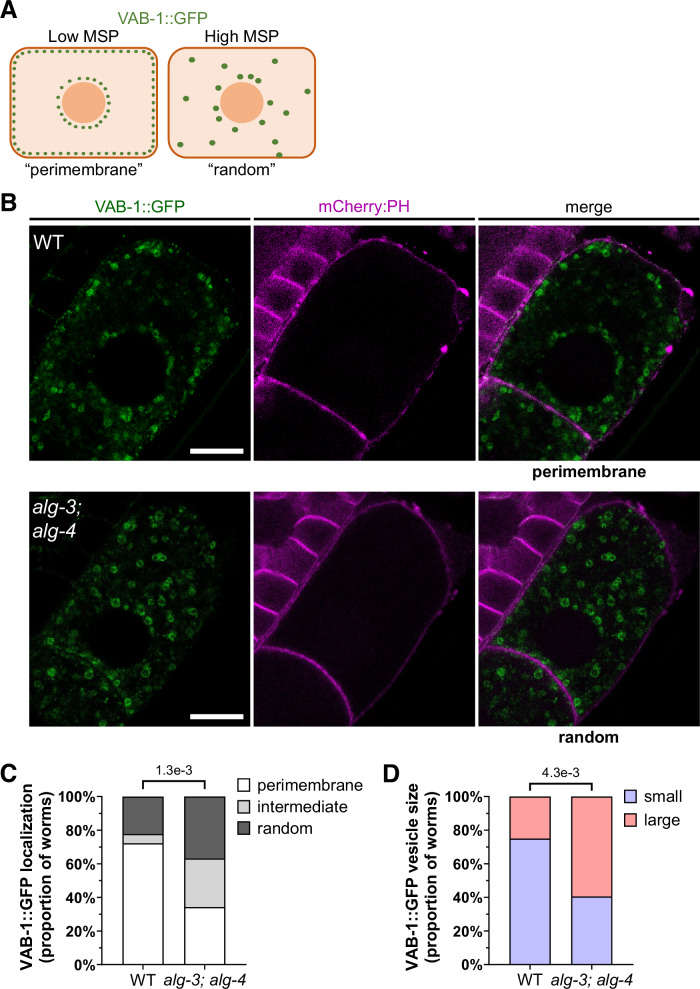
ALG-3/4 promotes VAB-1 trafficking. (**A**) Cartoon of expected *pie-1p::VAB-1::GFP* (VAB-1::GFP) interior vesicle (green circle) localization in the −1 oocyte under low or absent MSP, where smaller VAB-1::GFP vesicles predominantly surround (but do not overlap with) the cell membrane (“perimembrane”), in contrast to high MSP levels, where larger VAB-1::GFP vesicles exhibit a more random localization pattern (“random”). The large orange circle in the center is the oocyte nucleus. (**B**) Representative VAB-1::GFP confocal microscopy images of adult −1 oocytes with “perimembrane” localization in WT and “random” localization in *alg-3(tm1155); alg-4(ok1041)* mutants. Images of all possible localization phenotypes for both strains are shown in Fig. EV6. The *pie-1p::mCherry:PH*^*PLCδPH*^ transgene (mCherry:PH, pseudocolored magenta) is expressed in the membrane (Kachur et al, 2008). Scale bars: 10 μm. (**C**) Proportion of worms with perimembrane, intermediate, or random localization of VAB-1::GFP. There is a significant decrease in the proportion of worms with perimembrane VAB-1::GFP vesicle localization compared to pooled random and intermediate localizations (*p* = 0.0013, shown on graph, *n* = 36 and 38 animals) or random localization only (*p* = 0.0321, *n* = 27 and 34 animals) in *alg-3; alg-4* mutants compared to WT. (**D**) Large VAB-1::GFP vesicles are more often present in *alg-3; alg-4* mutants than in WT (*p* = 0.0043, *n* = 36 and 37 animals). Fisher’s exact test was performed in (**C**, **D**) from pooled data of over 3 independent experiments. Source data are available online for this figure.

To determine whether the derepressed MSP proteins in *alg-3(-); alg-4(-)* inhibit VAB-1, we assessed the localization of VAB-1 vesicles in mature oocytes using a strain expressing VAB-1::GFP specifically in the germline (Cheng et al, 2008) (Figs. 6B and EV6). We found that the proportion of *alg-3(-); alg-4(-)* worms showing “perimembrane” VAB-1 expression in the mature oocyte was approximately half of that of WT, while 66% more *alg-3(-); alg-4(-)* worms showed “random” VAB-1 expression compared to WT (Fig. 6C). These results suggest that VAB-1 trafficking is impaired in *alg-3; alg-4* mutants. In addition, the proportion of worms with larger VAB-1 vesicles was significantly increased in *alg-3(-); alg-4(-)* (Fig. 6D).

Importantly, disruption of *vab-1* causes an increase in DAF-18/PTEN protein levels and extends lifespan in worms devoid of self-sperm (Brisbin et al, 2009). Using an endogenously-tagged mNeonGreen::DAF-18 strain (Huang et al, 2021), we found that the *alg-3; alg-4* mutations caused an over 2-fold increase in DAF-18 in the mature oocyte in both the WT and *age-1(hx546)* backgrounds (Fig. 7A,B). The increase in DAF-18 protein levels did not occur in response to the defective paternal sperm of *alg-3(-); alg-4(-)* mutants, as the offspring of *alg-3(-); alg-4(-)* males crossed to WT hermaphrodites did not show increased DAF-18 levels (Fig. 7C). Our observed effects on VAB-1 trafficking and DAF-18 levels (Figs. 6, 7) are consistent with the possibility of increased MSP secretion and activity in *alg-3(-); alg-4(-)* (Cheng et al, 2008; Brisbin et al, 2009; Miller et al, 2003; Hang et al, 2008). Importantly, the upregulation of DAF-18 was also reported in *daf-2(e1370)* (Liu et al, 2014), which may be in part due to the downregulation of *alg-3* and *alg-4* (Figs. 4, 8, EV3C and EV4A,B). DAF-18 over-expression extends lifespan (Brisbin et al, 2009; Solari et al, 2005), and DAF-18 rescue in single tissues in *daf-2; daf-18* mutants was shown to extend lifespan regardless of the tissue, although germline-specific over-expression was not tested (Masse et al, 2005). Nevertheless, the upregulation of DAF-18 by *alg-3(-); alg-4(-)* (Fig. 7A,B) may be sufficient for longevity, with a synergistic effect in the *age-1(hx546)* background, due to both DAF-18 and AGE-1 regulating PI phosphorylation (Fig. EV7) (Solari et al, 2005; Ogg and Ruvkun, 1998).

**Figure 7:**
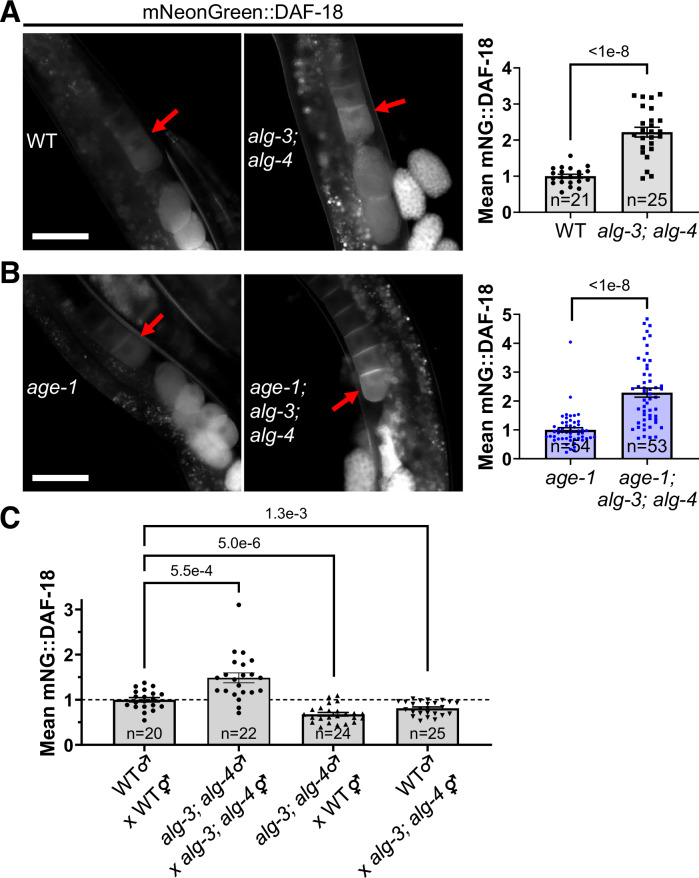
ALG-3/4 inhibits DAF-18 expression. (**A**, **B**) Endogenously-tagged mNeonGreen::3xFLAG::DAF-18 (mNeonGreen::DAF-18 or mNG::DAF-18) in the −1 oocyte (red arrow) of adults is increased by the *alg-3(tm1155); alg-4(ok1041)* mutation in the WT (2.2-fold increase) (**A**) and *age-1(hx546)* (2.3-fold increase, *n* = 53–54) (**B**) backgrounds. Scale bars: 50 μm. (**C**) WT or *alg-3; alg-4* mutants were crossed to each other, and their progeny were imaged for mNG::DAF-18. All strains were homozygous for mNG::DAF-18. Unpaired two-tailed tests were used for comparisons: Mann-Whitney tests in (**A**–**C**) and t-tests in (**C**). Sample sizes for (**A**–**C**) are indicated in the graphs and represent the number of biological replicates (animals). Error bars are s.e.m. for (**A**–**C**). Source data are available online for this figure.

**Figure 8:**
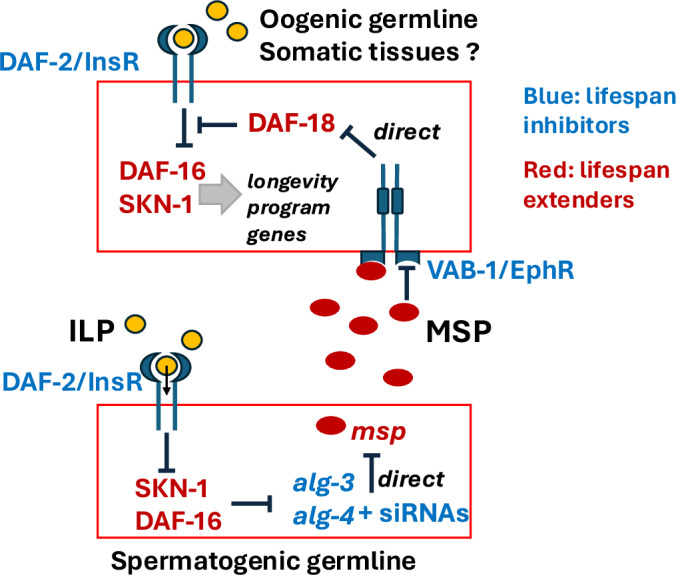
Model of the interactions between IIS and endogenous RNAi. Summary model of the observed interactions between the IIS and the *alg-3/4* endogenous RNAi pathways. In the spermatogenic germline (bottom), Insulin-like peptides (ILP) activate DAF-2 receptor. This results in restriction of DAF-16 and SKN-1 nuclear localization and de-repression of *alg-3* and *alg-4* genes. ALG-3/4 bound to RDE-4-dependent siRNAs initiate the RNAi silencing pathway, repressing genes coding for secreted MSP proteins. When ALG-3/4 is disrupted, it no longer inhibits MSP expression, likely resulting in elevated MSP secretion, inhibition of VAB-1/EphR signaling, and elevated DAF-18/PTEN protein levels in tissues where DAF-16 and SKN-1 are critical for regulation of longevity program genes. This DAF-18 elevation in *alg-3/4(-)* is thought to ultimately contribute to enhanced suppression of IIS in a weak partial loss-of-function *age-1* mutant and lifespan extension.

We propose that the elevation of DAF-18 levels observed in *alg-3(-); alg-4(-)* oocytes might also happen in somatic tissues critical for lifespan extension by IIS mutants (Fig. 8). This would further limit IIS activity in the weak *age-1(hx546)* mutant, extending its lifespan and revealing the contribution of the ALG-3/4 RNAi pathway to longevity restriction.

## Discussion

Discoveries of the systemic nature of RNAi in *C. elegans* (Fire et al, 1998), multigenerational inheritance of small RNAs in worms and flies (Ishizu et al, 2012; Frolows and Ashe, 2021), and secretion/uptake of small RNAs via extracellular vesicles in mammals (Das et al, 2019) fuel images of cross-tissue and cross-generational regulatory networks of transported small RNAs. The ideas about the importance of heritable and systemic RNAi processes in adaptation to the environment and in evolution are also popular (Harris et al, 2025). Our findings demonstrate that small RNAs do not need to move beyond cells of origin to have systemic effects and to modulate key signaling pathways, such as IIS and Ephrin. At the same time, as we show Argonaute abundance regulation through IIS, it becomes clear that small RNA-based regulation of endogenous genes can be modulated by multiple inputs into IIS, such as nutrient abundance and environmental stress. In *C. elegans*, the germline is the site of numerous siRNA-dependent processes key to germline development and reproductive success. Therefore, the coordination of IIS activation via nutrients with germ cell production can be modulated by IIS-dependent ALG-3/4 upregulation. It would be interesting to identify insulin-like peptides (ILPs) promoting ALG-3/4 expression in spermatogenic germline and the tissue(s) they originate from (Fig. 8). Also, testing whether human IIS activation modulates Argonaute protein levels would be important.

Why does ALG-3/4 have a milder effect on lifespan in the WT background? The phosphorylation of PIP_2_ by AGE-1 is likely not sufficiently opposed by the increase in DAF-18 caused by the *alg-3; alg-4* mutations to produce a strong decrease in IIS and extension of lifespan. However, in *age-1; alg-3; alg-4* mutants, the combination of decreased AGE-1 function and increased DAF-18 levels may allow sufficient PIP_3_ dephosphorylation (Figs. 8 and EV7). Moreover, our findings do not exclude the possibility that ALG-3/4 deficiency opposes IIS through additional mechanisms not involving DAF-18.

We bring attention to the physiological roles of secreted MSP domain proteins, as our results and earlier studies are consistent with the possibility that they mediate the non-cell-autonomous effects of *alg-3/4* loss. The MSP domains of the *Drosophila* and mammalian VAPB proteins were shown to be cleaved and secreted (Tsuda et al, 2008). Importantly, the MSP domains of VAP proteins, including *C. elegans* VPR-1, have ~25% identity with sperm MSPs and can induce oocyte maturation when injected into gonads lacking sperm, presumably through EphR inhibition (Tsuda et al, 2008). VPR-1 is expressed in somatic tissues, including neurons, and neuronally-expressed VPR-1 affects muscle morphology and fat accumulation in the muscle in a non-autonomous manner (Han et al, 2013, 2012). Interestingly, neuronal VPR-1 cooperates with muscle DAF-16 in regulating fat metabolism (Han et al, 2013). The VPR-1 connection to DAF-16 is thought to occur through its secreted MSP domain and resulting VAB-1/EphR and DAF-18/PTEN changes (Han et al, 2013). Here, we propose a similar function for germline MSPs.

Both DAF-18 overexpression and a *vab-1* mutation led to lifespan extension by 30% and 15%, respectively (Brisbin et al, 2009). For MSP-induced DAF-18 elevation and resulting activation of DAF-16 to influence lifespan, it should take place in tissues controlling lifespan extension. Importantly, gustatory ASI neurons inhibit lifespan via the IIS pathway (Alcedo and Kenyon, 2004), and VAB-1 is most highly expressed in ASI (Grossman et al, 2013). Therefore, there is an intriguing possibility that documented sensory control of *C. elegans* lifespan (Alcedo and Kenyon, 2004; Apfeld and Kenyon, 1999) is executed, at least in part, through MSP/VAB-1/DAF-18 connection. We report the effect of *alg-3/4* mutations on oocyte mNeonGreen::DAF-18 levels. This transgenic system does not allow us to estimate the possible effects of mutants on neuronal DAF-18 adequately. Given that long-lived *vab-1* mutants showed increased DAF-18 levels in neurons, in addition to oocytes (evaluated by antibody staining) (Brisbin et al, 2009), the increased secretion of MSPs in *alg-3; alg-4* mutants may result in elevated neuronal DAF-18 levels, which were shown to be sufficient to extend lifespan (Masse et al, 2005).

Although our results support a model where secreted MSPs affect lifespan through DAF-18 and DAF-16 in somatic tissues, we cannot exclude the possibility that other direct ALG-3/4 targets contribute to lifespan control. For example, the reduced level of cytoskeletal MSPs seen in *rde-4* and *alg-3/4* mutants may affect (enhance or reduce) the secretion of other signaling molecules enriched in the spermatogenic germline, such as INS-37, a known DAF-2 antagonist (Zheng et al, 2018). An important component of extended lifespan in *C. elegans* is the propagation of DAF-16/FOXO activation between tissues. This is achieved, in part, by FOXO-dependent regulation of DAF-2 agonist or antagonist insulins in the signaling cells (Murphy et al, 2007). The spermatogenic germline of *C. elegans* may serve both as an insulin signal acceptor tissue and a signaling tissue secreting MSPs and ILPs, and play a role in inter-tissue communication relevant to aging control. In higher organisms, the interplay between insulin and secreted MSP signaling may take place in the nervous system.

Overall, our work highlights the role of endogenous siRNAs in aging and the non-autonomous reach of RNA-based gene regulation. In our investigation, we discovered novel genetic interactions between conserved components of RNAi, IIS, FOXO, and Eph signaling, which may be informative in future developments of cancer or aging therapies.

## Methods

**Table:** Reagents and tools table

Reagent/Resource	Reference or Source	Identifier or Catalog Number
**Experimental models**		
*C. elegans* wild type	*Caenorhabditis* Genetics Center	N2
age-1(hx546) II	*Caenorhabditis* Genetics Center	TJ1052
rde-1(ne219) V	*Caenorhabditis* Genetics Center	WM27
rde-4(ne301) III	*Caenorhabditis* Genetics Center	WM49
age-1(hx546) II; rde-4(ne301) III	Grishok Lab	AGK839
age-1(hx546) II; rde-1(ne219) V	Grishok Lab	AGK841
rde-4(ne301) III (6x outcrossed, henceforth “6x”)	This study	AGK873
age-1(hx546) II (6x)	This study	AGK875
age-1(hx546) II; rde-4(ne301) III (6x)	This study	AGK886
alg-4(ok1041) III; alg-3(tm1155) IV (6x)	This study	AGK950
age-1(hx546) II; alg-4(ok1041) III; alg-3(tm1155) IV (6x)	This study	AGK951
rde-1(ne219) V (6x)	This study	AGK870
age-1(hx546) II; rde-1(ne219) V (6x)	This study	AGK882
age-1(hx546) II; nrde-3(gg66) X (6x)	This study	AGK998
daf-16(mgDf50) I; age-1(hx546) II	This study	AGK843
daf-16(mgDf50) I; age-1(hx546) II; rde-4(ne301) III	This study	AGK858
daf-16(mgDf50) I	*Caenorhabditis* Genetics Center	GR1307
daf-2(e1370) III (5x outcrossed)	This study	AGK948
daf-2(e1370) III rde-4(ne301) III (5x outcrossed)	This study	AGK949
alg-3(tor141[GFP::3xFLAG::alg-3]) IV	*Caenorhabditis* Genetics Center	JMC205
daf-2(e1370) III; alg-3(tor141) IV	This study	AGK985
daf-16(mgDf50) I; alg-3(tor141) IV	This study	AGK987
daf-16(mgDf50) I; daf-2(e1370) III; alg-3(tor141) IV	This study	AGK986
age-1(hx546) II; alg-3(tor141) IV	This study	AGK947
daf-16(hq23[daf-16::GFP]) I	*Caenorhabditis* Genetics Center	MQD1543
daf-16(hq23) I; rde-4(ne301) III	This study	AGK968
daf-16(hq23) I; age-1(hx546) II	This study	AGK970
daf-16(hq23) I; age-1(hx546) II; rde-4(ne301) III	This study	AGK972
tnIs13[pie-1p::vab-1::GFP + unc-119(+)] ltIs44[pie-1p::mCherry::PH(PLC1delta1) + unc-119( + )] V	*Caenorhabditis* Genetics Center	DG2160
alg-4(ok1041) III; alg-3(tm1155) IV; tnIs13 ltIs44 V	This study	AGK1026
daf-18(utx19[mNG::3xFlag::daf-18]) IV (1x)	This study	AGK1021
alg-4(ok1041) III; alg-3(tm1155) daf-18(utx19) IV	This study	AGK1023
age-1(hx546) II; daf-18(utx19) IV	This study	AGK1022
age-1(hx546) II; alg-4(ok1041) III; alg-3(tm1155) daf-18(utx19) IV	This study	AGK1024
*E. coli* OP50	*Caenorhabditis* Genetics Center	OP50
**Oligonucleotides and other sequence-based reagents**		
AGTGCGACATTGATATCCGT	This study	act-3 qPCR F
TCTTGATCTTCATGGTTGATGG	This study	act-3 qPCR R
ACAAGCGTCACCACTCTCATCC	This study	alg-3 qPCR F
TGTTGAGACAGGCCAATTCCGA	This study	alg-3 qPCR R
GCCATCAGTTGCAGCTATCGT	This study	alg-4 qPCR F
AGACAATGATGCGAGCTGGCT	This study	alg-4 qPCR R
CTTGTCGTTTATCCCAGATGGCT	This study	dct-9 qPCR F
CCGGGCTTCAGGATTCCACA	This study	dct-9 qPCR R
AGCTTGTTAACGGAGGTGCC	This study	ssp-16 qPCR F
TCACGACGTCCTTGGATCCA	This study	ssp-16 qPCR R
ACGGAGAGTTTGAAGAAGGACGA	This study	melo-3 qPCR F
GGAGTTTGGCTTCCTCTGGATCA	This study	melo-3 qPCR R
**Chemicals, Enzymes and other reagents**		
miRNeasy Mini Kit	Qiagen	217004
Direct-zol RNA Miniprep	Zymo Research	R2051
Maxima Reverse Transcriptase	Thermo Scientific	EP0741
Luna Universal qPCR Master Mix	New England Biolabs	M3003L
**Software**		
Wormbase	https://wormbase.org	
GraphPad Prism 10	https://graphpad.com	
R	https://r-project.org	
BioRender	https://biorender.com	
**Other**		
Illumina NovaSeq 6000	Illumina	

### *C. elegans* maintenance

Worms were cultured and assayed as hermaphrodites at 20 °C (unless indicated otherwise) on solid nematode growth media (NGM) seeded with *E. coli* OP50. For all assays, worms used were always grown for at least 3 generations after a starvation event (including thawing) to prevent known transgenerational effects (Jobson et al, 2015; Webster et al, 2018; Rechavi et al, 2014).

### Lifespan and healthspan assays

The experimenter was blinded to each condition (e.g., strain). For hermaphrodites, 20–30 young (day 1) adults were transferred to each NGM plate and were moved to a new plate every 2 days until egg-laying ceased. For males, 4 L4s were transferred to each plate, and the number of worms per plate was kept strictly constant to 4 (or less only when too few animals were alive) to account for the negative effects on lifespan from the presence of other males (Gems and Riddle, 2000; Shi et al, 2017). Note that over half of the male population typically escaped from plates over the duration of their lifespan. Worms were transferred to a fresh plate every week. Drugs affecting progeny production, such as Fluorodeoxyuridine (FUdR) were not used. Animals were scored every 2–3 days and were considered dead when they stopped exhibiting spontaneous movement and failed to move in response to (1) a gentle touch of the tail, (2) a gentle touch of the head, and (3) gently lifting the head. Animals dying from unnatural causes (internal hatching of embryos, bursting, intestine leaking, or crawling off the plate) were right-censored and omitted from the survival curve trace but included in the lifespan’s statistical analysis and reported in Dataset EV1. The log-rank test was used to assess significance in OASIS 2 (Han et al, 2016).

For the measurement of healthspan, each worm was first observed (without prodding) for 5 seconds for any spontaneous movement. Scoring for death was performed after all worms on a plate were scored for healthspan. Data from several plates were pooled. Statistics were performed with Fisher’s exact test based on a 2×2 contingency table for mutant vs. control and number of worms with vs. without spontaneous movement.

### RNA extraction, RNA-sequencing, and qPCR

Three independent biological replicates of worm populations were used for RNA-sequencing, and an additional three for qPCR. Recently starved L1 worms were chunked on NGM plates seeded with concentrated OP50 bacteria. For RNA-sequencing, NGM plates contained half the amount of agar replaced with an equal amount of agarose. NGM chunks were removed the following day. Once reaching egg-laying adults, worms were bleached with an alkaline hypochlorite solution (NaOH 0.25 M, sodium hypochlorite 4–5% (Sigma Aldrich)) for age synchronization of their progeny. Eggs were collected in M9 buffer and allowed to hatch and arrest as L1 overnight. L1 worms were transferred to NGM (or NGM agar/agarose plates for RNA-sequencing) and grown until reaching the desired stage. For RNA-sequencing, this was the young adult stage (first day of adulthood, before internal egg development). Worms were collected and washed in M9 and added to Trizol Reagent (Invitrogen). Worms in Trizol were lysed by freeze-thawing from −80 °C to 4 °C three times. Total RNA was purified from the lysate using the miRNeasy kit (Qiagen), including the optional RWT wash step, for RNA-sequencing or the Direct-zol kit (Zymo Research), including DNAse I treatment, for qPCR, following manufacturer instructions. RNA was sent to Novogene Corporation for library preparations and next-generation sequencing of mRNA, lncRNA, and small RNA.

For mRNA- and lncRNA-sequencing, ribosomal RNA was depleted, cDNA fragments of 250–300 bp were enriched, and sequencing was performed with Illumina NovaSeq 6000 with 150 bp paired-end reads. For small RNA-sequencing, 5’ monophosphate small RNAs were enriched, and sequencing was performed with Illumina NovaSeq 6000 with single-end 50 bp reads.

For qPCR, WT and mutant *daf-2(e1370)*, *daf-16(mgDf50)*, and *daf-2; daf-16* strains were in the GFP::ALG-3 background. 100 ng of RNA was used for cDNA synthesis using Maxima Reverse Transcriptase (Thermo Scientific), random hexamer primer, and following the manufacturer’s standard procedures. Primers were designed to span exon-exon junctions and did not amplify in samples without RT. The *act-3* gene was used as a normalization control. Luna® Universal qPCR Master Mix (New England BioLabs) was used for qPCR in a QuantStudio 6 Pro (Applied Biosystems) according to manufacturer specifications. For comparisons, cycle threshold (Ct) values of a given gene in a mutant were first normalized to *act-3* and to the *act-3*-normalized WT young L4 gene Ct of the same biological replicate (ΔΔCt). Comparisons between genes in young L4s used the WT late L4 as the normalization calibrator instead.

### Bioinformatic analyses

Bioinformatic analysis of sequencing data was performed as in previous work (Liontis et al, 2023). Briefly, HISAT2 (Kim et al, 2015) was used to map mRNA reads. StringTie was used for quantification of reads (Pertea et al, 2015), FPKM normalization was performed, and edgeR was used for differential expression (Robinson et al, 2010). Analysis of differentially expressed siRNAs from the small RNA-sequencing data was performed with a custom script using QuasR (Gaidatzis et al, 2015). Briefly, small RNAs were mapped to the *C. elegans* genome (WBcel235, bioproject PRJNA13758, release WS283, NCBI Refseq accession: GCF_000002985.6, an annotation that lacks piRNAs, which were not considered for siRNA analysis). Alignment was done using Bowtie (Langmead et al, 2009) with parameter maxHits = 50. Counting was done using parameter orientation = “same” for sense siRNAs and “opposite” for antisense siRNAs. DESEQ2 (Love et al, 2014) was used for the analysis of differential expression. Differentially expressed genes considered significant were those with *p* < 0.05, to maximize the detection of genes that were primarily used for subsequent overlaps with external datasets.

To perform gene set overlaps for enrichment, a common name for each gene, “Public Name”, was extracted from all datasets by inputting gene names (in whichever available format) to WormBase’s Gene Name Sanitizer, selecting the Suggested Match WBGene ID, and inputting it to WormBase’s SimpleMine tool, which outputted the “Public Name”. To properly correspond and overlap our sequencing data to the Argonaute mutant small RNA dataset by (Seroussi et al, 2023) piRNAs and miRNAs were first filtered out from the latter dataset.

The representation factor (RF) determines whether the number of genes overlapping among two sets is higher than expected given their relative size in the genome. RF = (*n*_1,2_)/[(*n*_1_ *x n*_2_)/*N*], with *n*_1,2_ number of genes common to sets 1 and 2, *n*_1_ number of genes in set 1, *n*_2_ number of genes in set 2, *N* total number of genes considered (*N* = 20,000 genes in the *C. elegans* genome).

The two-sided Fisher’s exact test was used to measure the significance of gene overlap enrichment. For screening among all Argonaute mutant small RNA datasets (Seroussi et al, 2023) in Dataset EV6, the one-sided test was used because under-representation was less informative.

For ALG-3/4 “positive” and “negative” targets, Supplementary Table S1 from (Conine et al, 2013) was used, which includes genes for which corresponding 26 G RNA and mRNA levels are dependent on *alg-3; alg-4* at 25 °C. For RDE-1 targets and datasets of small RNAs dependent on each known Argonaute, the dataset of 26 G small RNA-sequencing in Argonaute mutants from (Seroussi et al, 2023) was used. To obtain the list of genes with an MSP domain in *C. elegans*, we queried WormMine (WS294) for the MSP domain protein motif (PFAM PF00635) and converted protein IDs to unique gene IDs. The resulting list of genes was overlapped with the differentially expressed genes in *age-1; rde-4* vs *age-1* mutants from our dataset.

### Brood size

The brood size assay was performed as done previously (Machiela et al, 2020). Briefly, one L4 worm was placed on each NGM plate and was moved to a new plate daily during progeny production. The number of progeny reaching at least the L2 stage was counted. For brood size assays involving crossing, L3 males and hermaphrodites (P0) were shifted from 20 °C to 25 °C, and their progeny (F1) were counted. Successful mating was determined based on a significant (near 50%) presence of male F1.

### Fluorescence microscopy

Imaging was performed using the Zeiss AxioImager Z1. Worms were mounted on 2% agarose pads, immobilized with 10–20 mM levamisole in M9 buffer, placed under a thin glass coverslip, and immediately imaged. A constant exposure was used for images shown in the same figure panel. Image analysis utilized the ImageJ (Fiji) software (Schindelin et al, 2012). Blinded experimenters measured the mean fluorescence of manually delimited areas of interest. Controls (e.g., WT) were always present on the exact same surface (same slide, agarose pad, and coverslip) as experimental animals (e.g., mutants) subjected to the same exposure. The experimental signal was normalized to controls in each replicate, and results were pooled for the graphs presented. Random counterbalancing of the order in which strains were imaged was done between each independent replicate. Staging of worms for GFP::ALG-3 imaging and qPCRs utilized previously defined L4 substages (Mok et al, 2015), with L4.1–L4.3 as young L4, L4.4–L4.6 as moderate L4, and L4.7–L4.9 as late L4. Moderate Day 1 adults were a few hours after the young adult stage, around the appearance of the first embryo. Day 2 adults are 24 h after the young adult stage. VAB-1::GFP was assessed in the proximal-1 oocyte in animals 24 h after the L4–young adult stage, similarly to what has been done previously (Cheng et al, 2008; Harris et al, 2006). An experimenter blinded to the genotype determined whether VAB-1::GFP vesicles were small or large and whether localization was “perimembrane”, i.e., enrichment of vesicles surrounding the cell membrane in an orderly manner, “random”, i.e., no enrichment of vesicles for the membrane area, where vesicles had no clear pattern, or “intermediate”, where vesicles incompletely surrounded the cell membrane and multiple interior vesicles were present (all phenotypes shown in Fig. EV6). Enrichment of VAB-1 vesicles near the nucleus occurred in all cases. Confocal microscopy images were acquired with a Nikon A1R confocal microscope, using Nikon Elements software driving the galvanometer scanner. mNeonGreen::DAF-18 was measured in the cytoplasm of the proximal  −1 oocyte of worms 24 h after the young adult stage, similarly to previous research (Brisbin et al, 2009).

### Parental effects on DAF-18

All strains used were homozygous for mNeonGreen::DAF-18. Four males and one hermaphrodite at the L3–L4 stage were transferred to each plate, with several plates for each cross. Hermaphrodites were considered to have mated when a significant number of progeny (F1) were males (up to 50%). F1 late L4 hermaphrodites identified as cross-progeny (not older than sibling F1 males) were transferred to a new plate to prevent further crossing. Animals were imaged for mNeonGreen::DAF-18 24 h after the young adult stage. Three independent replicates were performed.

### Statistical analyses and graphs

For comparisons of means, the F-test for variance and Anderson-Darling, D’Agostino-Pearson, Shapiro-Wilk, or Kolmogorov-Smirnov tests for normality were first run. The resulting appropriate unpaired Student’s t-test (equal vs. unequal variance) or Mann-Whitney test (nonparametric) was then used to assess a two-tailed significant difference between two groups. Fisher’s exact test was used for discrete data expressed as a proportion of the population (graphed values bounded between 0 and 1). The *n* number represents the number of animals. Tests were performed with GraphPad Prism 10.

Venn diagrams were generated with the R package eulerr by Johann Larsson using the parameter input = “union”. For improved readability of graphs, colored labels indicate the value corresponding to an entire circle of the matching color, whereas black labels indicate a delimited intersecting/overlap region. Lifespan, healthspan, and bar graphs (error bars represent the standard error of the mean) were generated with GraphPad Prism 10. Heat maps and scatter plots were constructed in R. The graphical abstract was created in BioRender [Liontis, T. (2025) https://BioRender.com/jjgvwuy]. In cases where *p* values are indicated as *p* < x, the x represents the smallest value that our software could compute for a given statistical test.

## Supplementary information

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Data Set EV5

Data Set EV6

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Expanded View Figures

## Figures and Tables

**Figure EV1:**
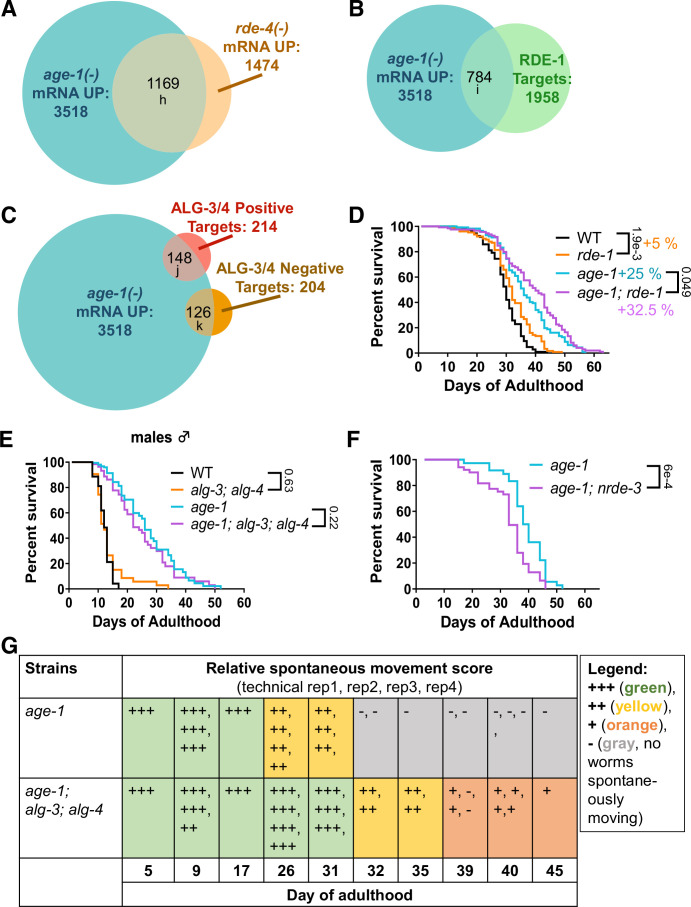
Effects of interactions between *age-1(hx546)* and RNAi pathways on gene expression and lifespan. (**A–C**) Genes upregulated in *age-1(hx546)* are significantly enriched for genes upregulated in *rde-4(ne301)* (h: RF = 4.5, *p* < 1 × 10^−230^) (**A**), RDE-1 targets (Seroussi et al, 2023) (i: RF = 2.3, *p* = 7.1 × 10^−175^) (**B**), and ALG-3/4 positive (j: RF = 3.5, *p* = 6.6 × 10^−46^) and negative (k: RF = 3.9, *p* = 1.8 × 10^−63^) targets (Conine et al, 2013) (**C**). (**D**) Survival curves showing that the *rde-1(ne219)* mutation mildly and similarly extends lifespan in both WT ( + 5% MLS, *n* = 249 and 251 animals) and *age-1(hx546)* (+7.5% additional MLS, *n* = 145 and 152 animals) backgrounds. (**E**) Survival curves showing that the *alg-3(tm1155); alg-4(ok1041)* mutations do not extend lifespan in the WT (*n* = 177 and 183 animals) nor *age-1(hx546)* (*n* = 191 and 195 animals) backgrounds of male nematodes. (**F**) Survival curves showing that *age-1(hx546); nrde-3(gg66)* mutants live shorter than *age-1(hx546)* mutants (*n* = 65 and 72 animals). (**G**) Qualitative relative assessment of the number of worms moving spontaneously among those alive (relative spontaneous movement) in *age-1(hx546)* and *age-1(hx546); alg-3(tm1155); alg-4(ok1041)* strains. The lifespan assay for all technical replicates (technical rep) of each strain was started at the same time (*N* = 1 independent experiment). Each technical rep represents a different plate containing a population of worms. The experimenter was blinded to the identity of a strain for each technical replicate. Relative spontaneous movement score (assessed for each technical rep) of +++ means more, whereas ++ or + means relatively fewer worms exhibiting spontaneous movement; - means no spontaneous movement despite being alive. Color associated with each spontaneous movement score is assigned to a cell based on 1) the majority assessment among technical reps and 2) in case of a tie, continuity with the previous or next timepoint’s score (e.g., *age-1; alg-3; alg-4* Day 39 is orange because its majority score is tied for + and - but the next timepoint is +). Not all technical replicates were necessarily assessed on all days. Gene set enrichment in (**A**–**C**) assessed by Fisher’s exact test. Survival curves (**D**–**F**) include pooled data from all independent experimental replicates and are compared by the log-rank test. All percentage MLS changes are relative to WT. ns: not significant. *age-1(-): age-1(hx546)*. *rde-4(-)*: *rde-4(ne301)*.

**Figure EV2:**
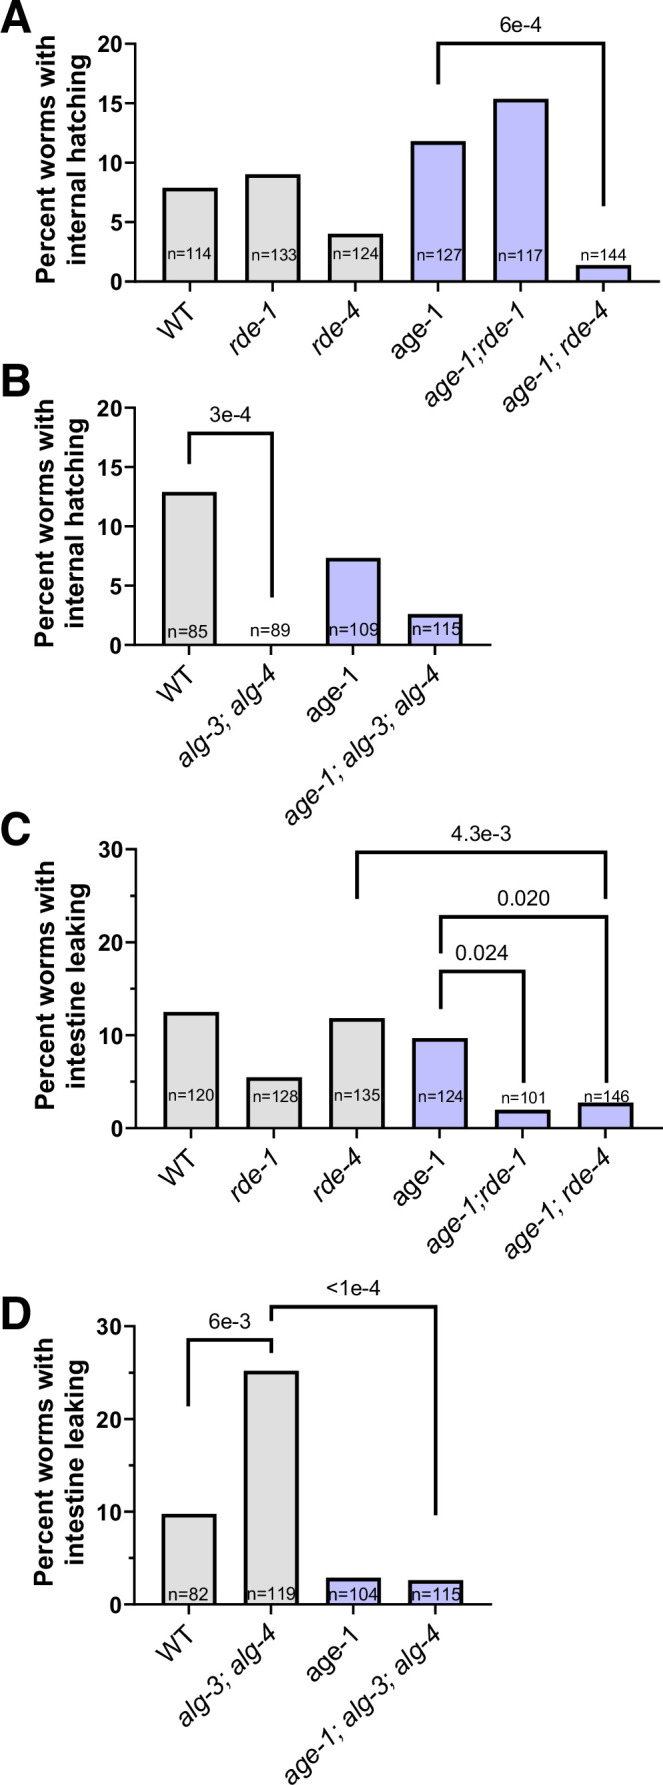
Unnatural deaths in RNAi and *age-1* mutants. (**A**, **B**) In WT and *age-1(hx546)* backgrounds, the proportion of *rde-1(ne219)*, *rde-4(ne301)* (**A**), or *alg-3(tm1155); alg-4(ok1041)* (**B**) mutant worms that died of internal hatching throughout their lifespan. (**C**, **D**) The proportion of worms that died from the intestine leaking out throughout the lifespan of the same strains. Sample sizes for (**A**–**D**) are indicated at the bottom of graphs and always represent the number of animals in all figures. Bars in (**A**–**D**) are compared using Fisher’s exact test (with vs. without phenotype, in strain A vs. strain B) in data pooled from multiple independent replicates.

**Figure EV3:**
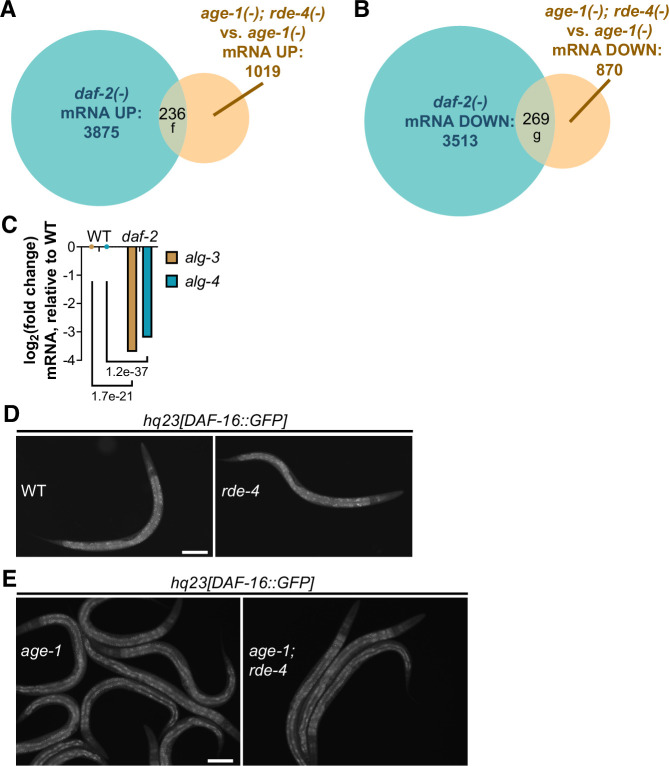
Disruption of ALG-3/4 in strong IIS mutant *daf-2(e1370).* (**A**, **B**) Significant overlaps between genes upregulated in *daf-2(e1370)* compared to WT (Zullo et al, 2019) and in *age-1(hx546); rde-4(ne301)* compared to *age-1(hx546)* (f: RF = 1.2, *p* = 8.3 × 10^−6^) (**A**), as well as their downregulated genes (g: RF = 2.0, *p* = 8.5 × 10^−42^) (**B**). (**C**) Significant downregulation of *alg-3* (*p* = 1.2 × 10^−37^) and *alg-4* (*p* = 1.7 × 10^−21^) mRNA levels in *daf-2(e1370)* according to published RNA-sequencing data (*n* = 3 independent worm populations) (Zullo et al, 2019). EdgeR was used for statistical analysis. (**D**, **E**) Representative images of endogenously-tagged DAF-16 in the *daf-16(hq23[daf-16::GFP])* strain, where no obvious effect of the *rde-4(ne301)* mutation is observed in WT (**D**) and *age-1(hx546)* (**E**) backgrounds (L4 – young adult). Scale bars: 100 μm. Gene set enrichment in (**A**, **B**) was assessed by Fisher’s exact test.

**Figure EV4:**
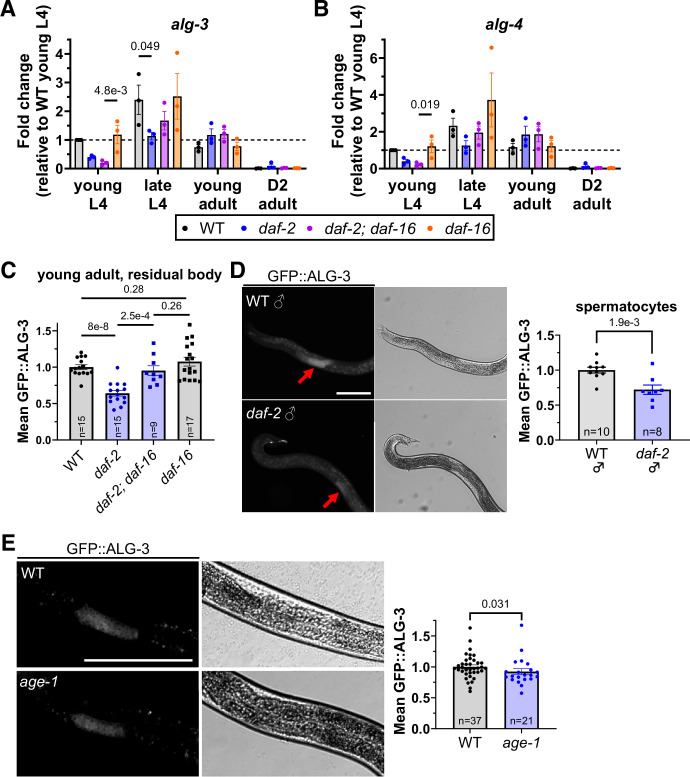
DAF-2 promotes *alg-3* expression in a DAF-16-dependent manner. (**A**, **B**) Time-series qPCRs during young L4, late L4, early young adult, and D2 adult stages, detecting *alg-3* (**A**) and *alg-4* (**B**) mRNA expression (*n* = 3 independent worm populations). (**C**) Quantification of GFP::ALG-3 expressed in residual bodies of early young adults, shown in Fig. 4A. (**D**) Representative images of GFP::ALG-3 in spermatocytes (red arrow) of *daf-2(e1370)* and WT male young adults (left), quantified (right). (**E**) Representative images of GFP::ALG-3 in *age-1(hx546)* and WT L4 hermaphrodites (left), quantified in late L4 and young adults (right). Note the very small magnitude of change (−8%) in *age-1(hx546)*. Scale bar: 100 μm in (**D**, **E**). Sample sizes indicated in bar graphs of (**C**–**E**) represent the number of biological replicates (animals). Comparisons in (**A**–**E**) used unpaired two-tailed tests: t-tests in (**A**–**D**) and Mann-Whitney tests in (**C**, **E**). Error bars are s.e.m. for (**A**–**E**).

**Figure EV5:**
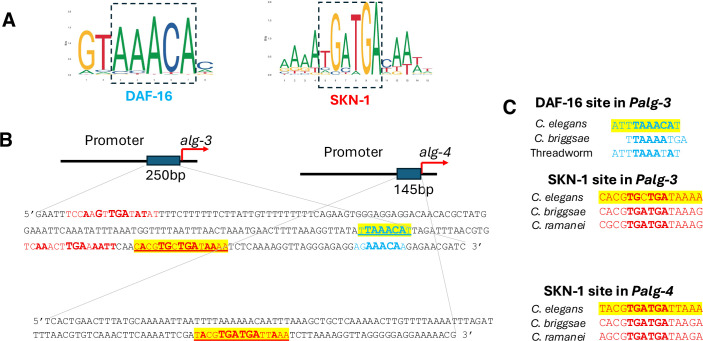
Identification of potential DAF-16 and SKN-1 binding sites at *alg-3* and *alg-4* promoter regions. (**A**) DAF-16 (Matrix ID: MA1446.2) and SKN-1 (Matrix ID: MA0547.2) ChIP-seq-based binding site consensus sequence logos from the 10th release (**2024**) JASPAR database. JASPAR is an open-access database of curated, non-redundant transcription factor (TF) binding profiles stored as position frequency matrices (PFMs) and TF flexible models (TFFMs) for TFs across multiple species in six taxonomic groups. (**B**) Potential DAF-16 and SKN-1 binding sites at the promoter sequences of *alg-3* and *alg-4* genes; sites showing conservation are marked in yellow. (**C**) Conservation of potential DAF-16 and SKN-1 binding sites in indicated nematode species (based on information from the UCSC Genome Browser on *C. elegans* Feb. 2013 (WBcel235/ce11)).

**Figure EV6:**
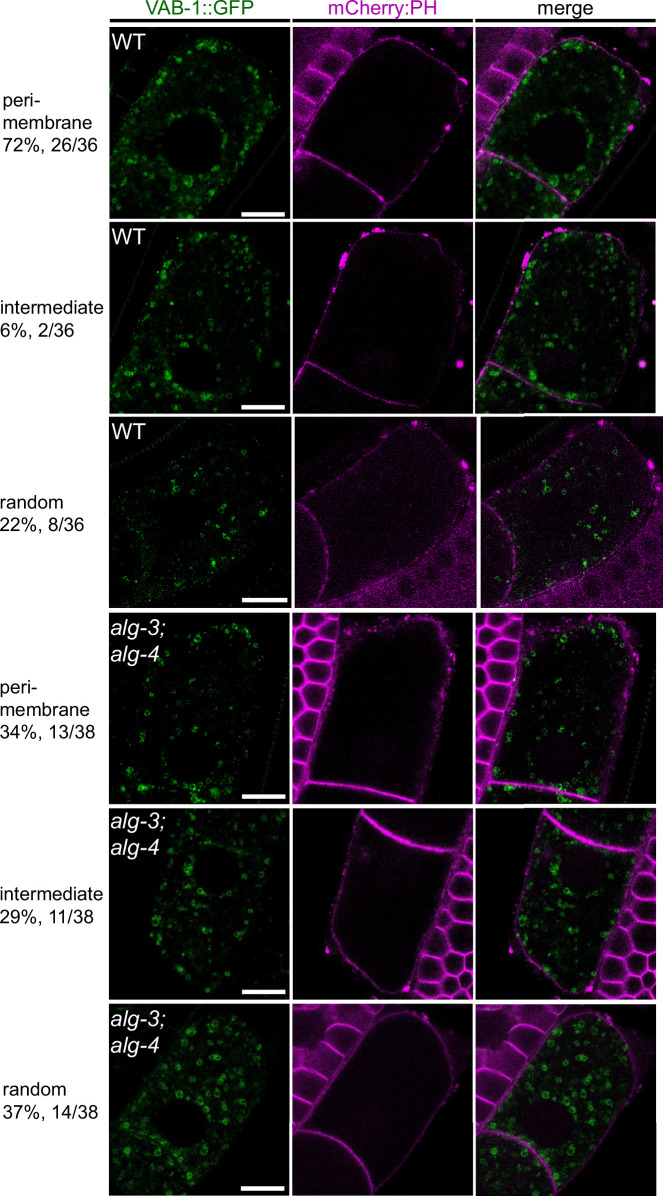
VAB-1::GFP phenotypes in WT and *alg-3; alg-4* mutants. VAB-1::GFP and mCherry:PH confocal microscopy images of adult −1 oocytes with each VAB-1::GFP localization phenotype (perimembrane, intermediate, and random) in WT and *alg-3(tm1155); alg-4(ok1041)* mutants. Images for the perimembrane phenotype in WT and random phenotype in *alg-3(tm1155); alg-4(ok1041)* mutants are identical to those in Fig. 6B. *(Left)* The prevalence of each localization phenotype is shown in percentages, as well as the underlying (number of worms with the phenotype)/(total number of worms). These percentages are represented in Fig. 6C. Scale bars: 10 μm.

**Figure EV7:**
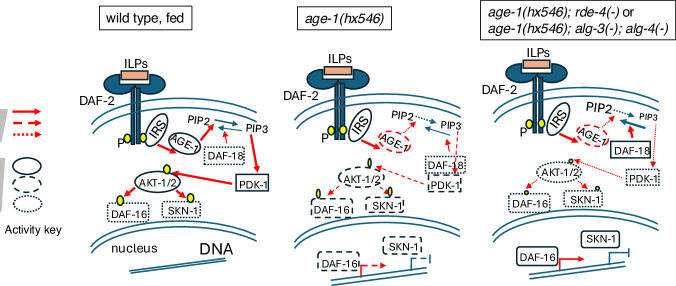
Schematic representation of the proposed mechanism responsible for the synergistic lifespan extension seen in *age-1*; *alg-3/4* mutants.

## Data Availability

Worm strains generated in this study are available upon request or through the Caenorhabditis Genetics Center (CGC) (https://cgc.umn.edu/). Raw and processed RNA-sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO) (Barrett et al, 2013) as GEO: GSE293149 and GEO: GSE293150 and are publicly available as of the date of publication. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-025-00682-4.

# Supplementary material for: Mutual regulation of spermatogenesis-specific Argonaute proteins and Insulin/IGF-1 signaling in aging control
**Source:** EMBO Rep. 2026 Jan 8;27(6):1437–62. doi: 10.1038/s44319-025-00682-4
**Supplement:** Supplementary file 15 — Expanded View Figures

Expanded View Figures

Figure EV1. Effects of interactions between *age-1(hx546)* and RNAi pathways on gene expression and lifespan.

(A–C) Genes upregulated in *age-1(hx546)* are significantly enriched for genes upregulated in *rde-4(ne301)* (h: RF = 4.5, $p < 1 \times 10^{-230}$) (A), RDE-1 targets (Seroussi et al, 2023) (i: RF = 2.3, $p = 7.1 \times 10^{-175}$) (B), and ALG-3/4 positive (j: RF = 3.5, $p = 6.6 \times 10^{-46}$) and negative (k: RF = 3.9, $p = 1.8 \times 10^{-63}$) targets (Conine et al, 2013) (C). (D) Survival curves showing that the *rde-1(ne219)* mutation mildly and similarly extends lifespan in both WT (+ 5% MLS, $n = 249$ and 251 animals) and *age-1(hx546)* (+7.5% additional MLS, $n = 145$ and 152 animals) backgrounds. (E) Survival curves showing that the *alg-3(tm1155)*; *alg-4(ok1041)* mutations do not extend lifespan in the WT ($n = 177$ and 183 animals) nor *age-1(hx546)* ($n = 191$ and 195 animals) backgrounds of male nematodes. (F) Survival curves showing that *age-1(hx546)*; *nrde-3(gg66)* mutants live shorter than *age-1(hx546)* mutants ($n = 65$ and 72 animals). (G) Qualitative relative assessment of the number of worms moving spontaneously among those alive (relative spontaneous movement) in *age-1(hx546)* and *age-1(hx546)*; *alg-3(tm1155)*; *alg-4(ok1041)* strains. The lifespan assay for all technical replicates (technical rep) of each strain was started at the same time ($N = 1$ independent experiment). Each technical rep represents a different plate containing a population of worms. The experimenter was blinded to the identity of a strain for each technical replicate. Relative spontaneous movement score (assessed for each technical rep) of +++ means more, whereas ++ or + means relatively fewer worms exhibiting spontaneous movement; - means no spontaneous movement despite being alive. Color associated with each spontaneous movement score is assigned to a cell based on 1) the majority assessment among technical reps and 2) in case of a tie, continuity with the previous or next timepoint's score (e.g., *age-1*; *alg-3*; *alg-4* Day 39 is orange because its majority score is tied for + and - but the next timepoint is +). Not all technical replicates were necessarily assessed on all days. Gene set enrichment in (A–C) assessed by Fisher's exact test. Survival curves (D–F) include pooled data from all independent experimental replicates and are compared by the log-rank test. All percentage MLS changes are relative to WT. ns: not significant. *age-1(-)*: *age-1(hx546)*. *rde-4(-)*: *rde-4(ne301)*.

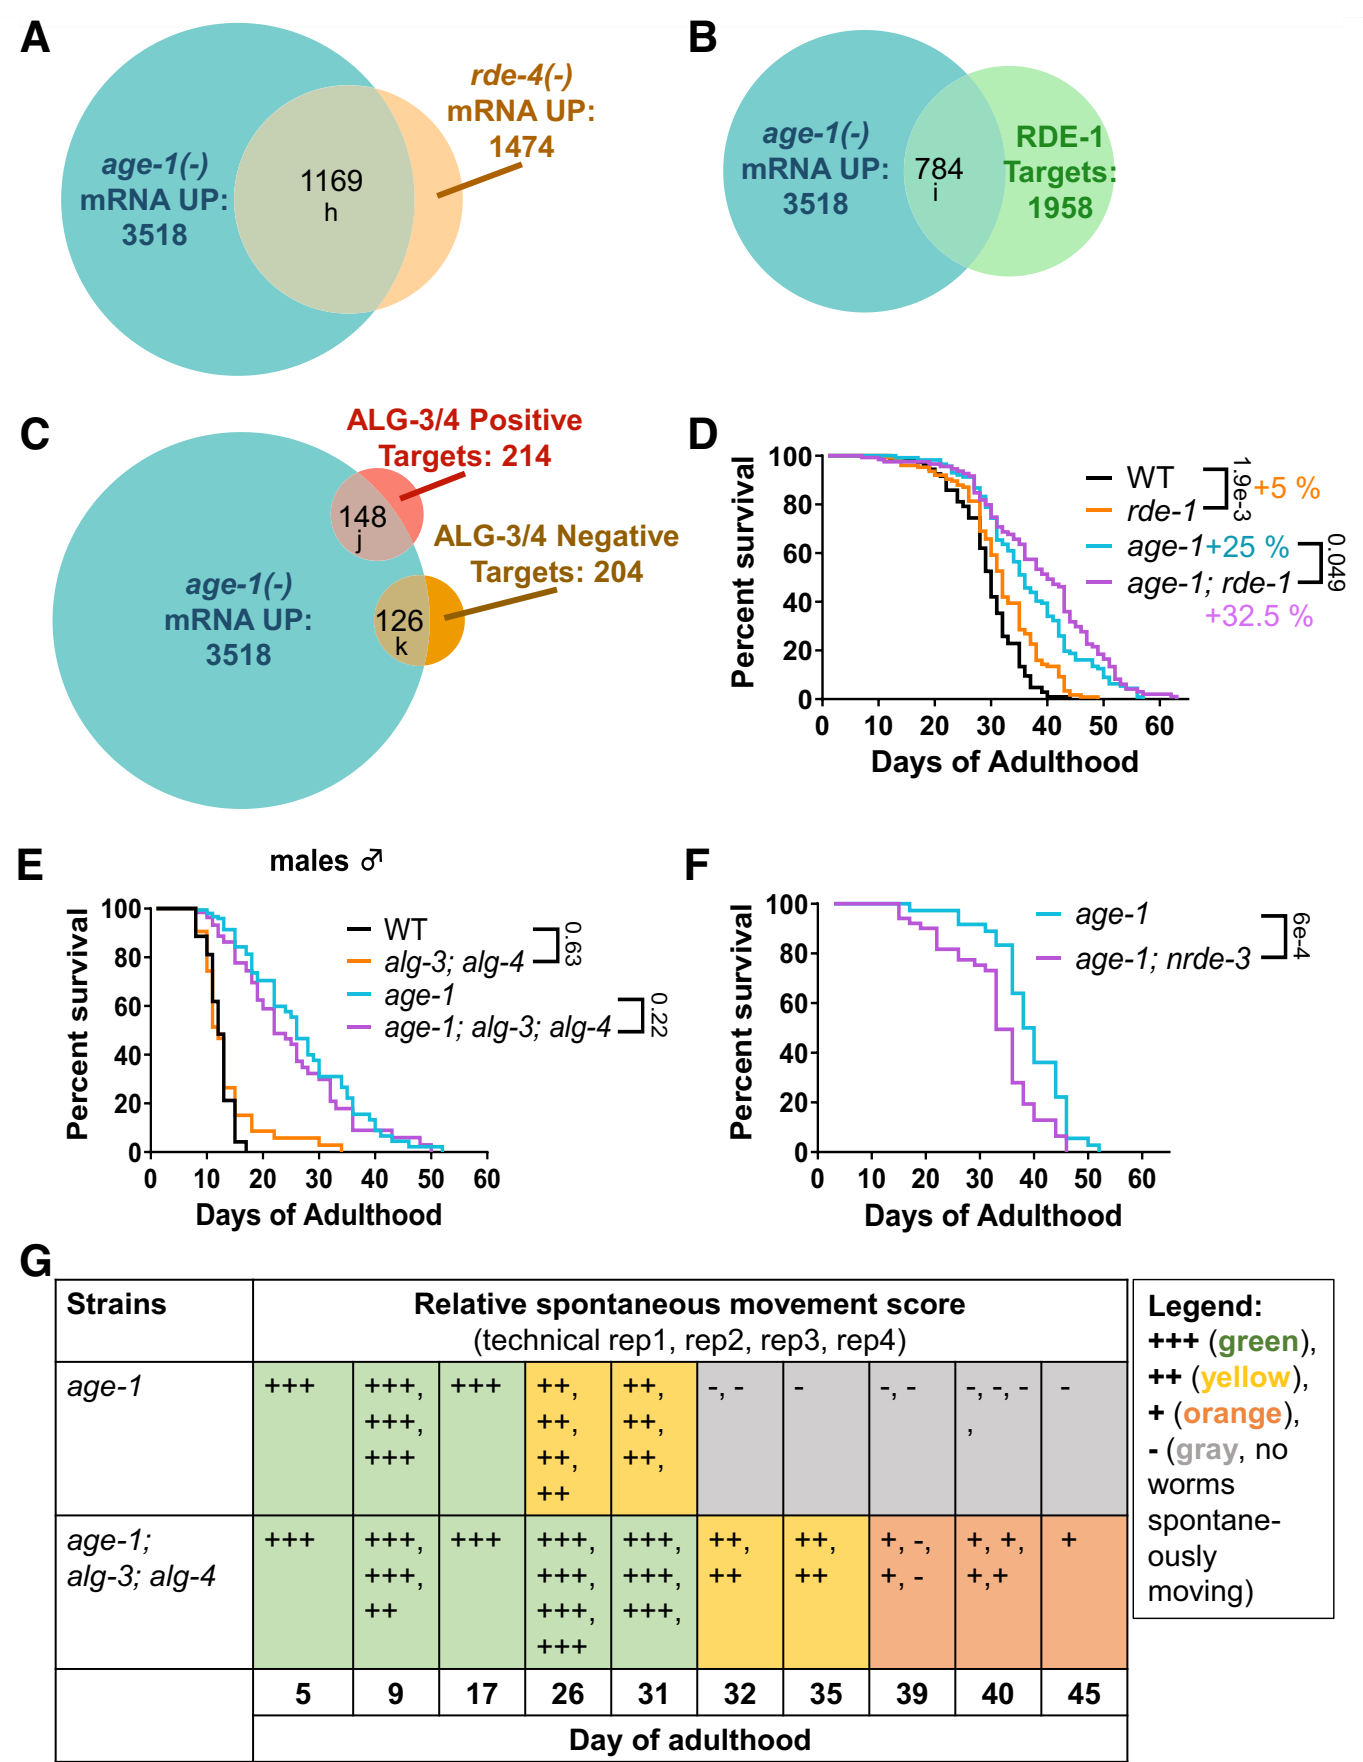

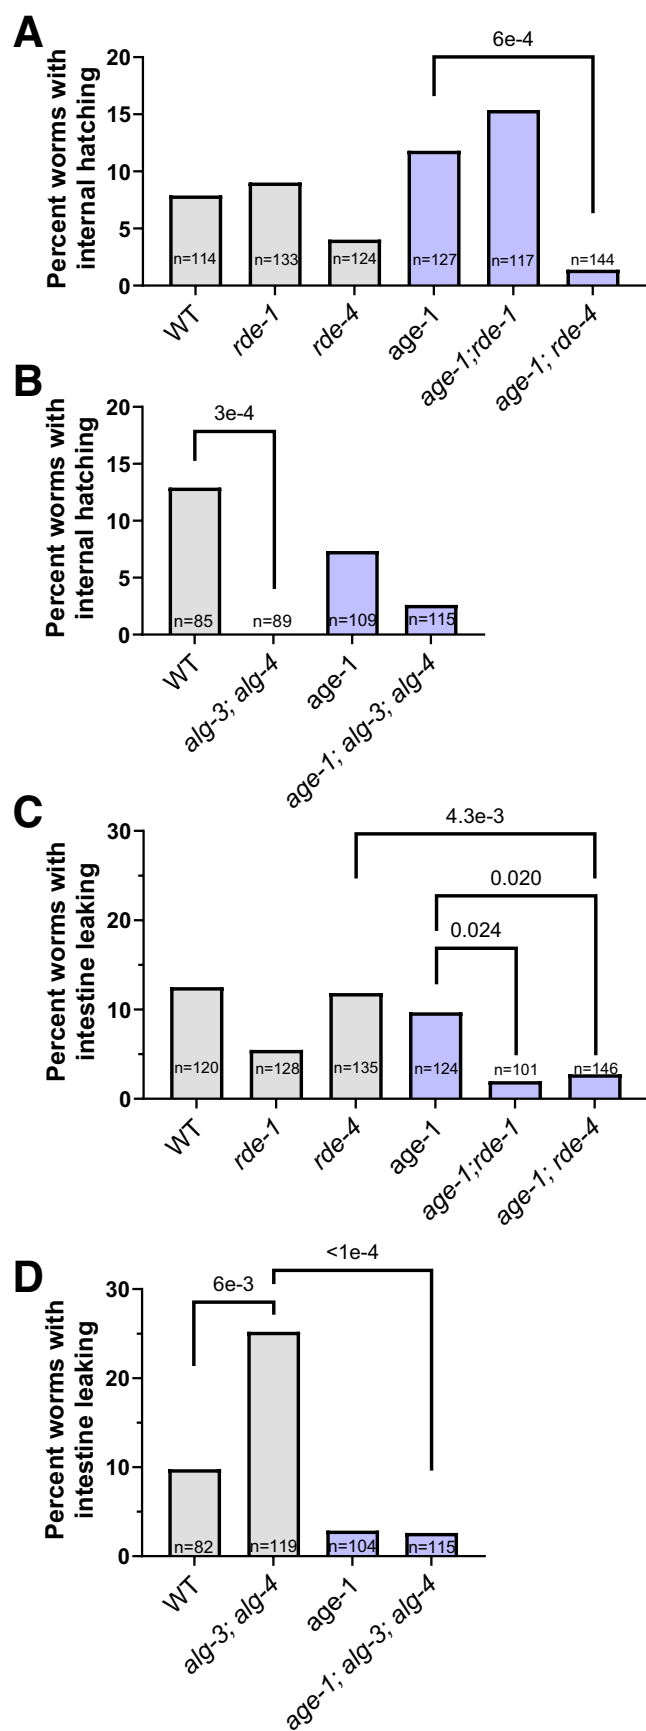

Figure EV2. Unnatural deaths in RNAi and *age-1* mutants.

(A, B) In WT and *age-1(hx546)* backgrounds, the proportion of *rde-1(ne219)*, *rde-4(ne301)* (A), or *alg-3(tm1155)*; *alg-4(ok1041)* (B) mutant worms that died of internal hatching throughout their lifespan. (C, D) The proportion of worms that died from the intestine leaking out throughout the lifespan of the same strains. Sample sizes for (A–D) are indicated at the bottom of graphs and always represent the number of animals in all figures. Bars in (A–D) are compared using Fisher's exact test (with vs. without phenotype, in strain A vs. strain B) in data pooled from multiple independent replicates.

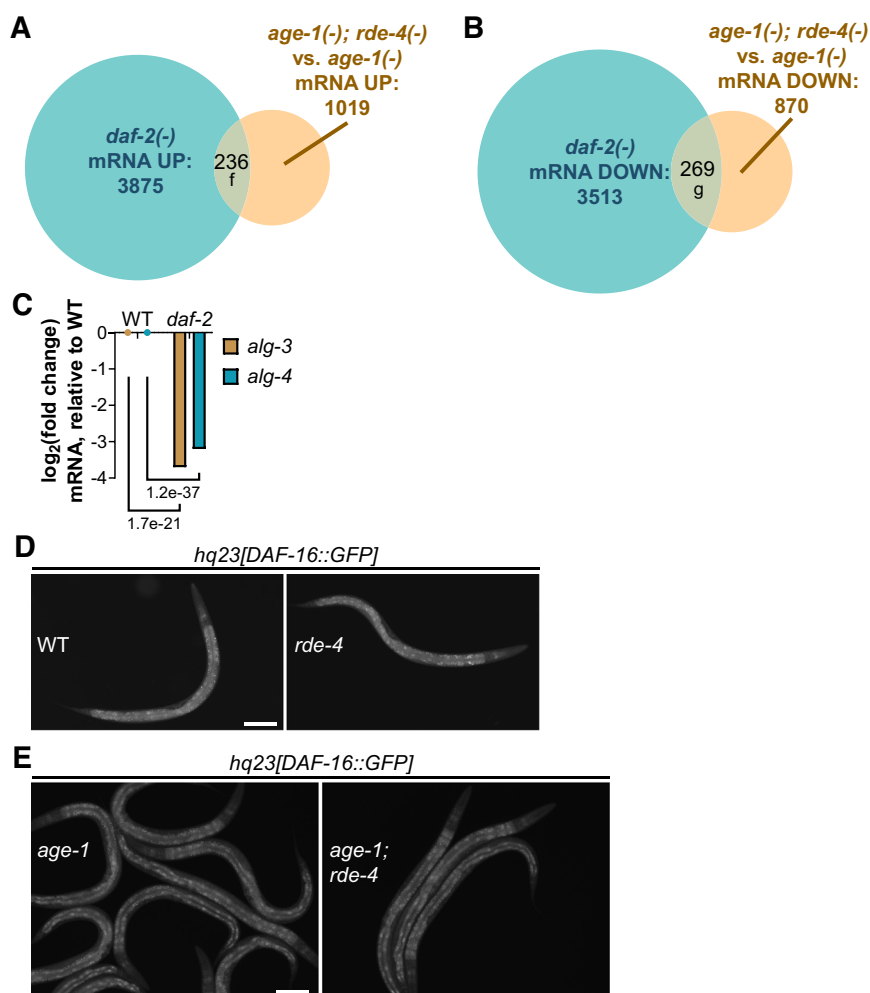

Figure EV3. Disruption of ALG-3/4 in strong IIS mutant *daf-2*(e1370).

(A, B) Significant overlaps between genes upregulated in *daf-2*(e1370) compared to WT (Zullo et al, 2019) and in *age-1*(hx546); *rde-4*(ne301) compared to *age-1*(hx546) (f: RF = 1.2, $p = 8.3 \times 10^{-6}$) (A), as well as their downregulated genes (g: RF = 2.0, $p = 8.5 \times 10^{-42}$) (B). (C) Significant downregulation of *alg-3* ($p = 1.2 \times 10^{-37}$) and *alg-4* ($p = 1.7 \times 10^{-21}$) mRNA levels in *daf-2*(e1370) according to published RNA-sequencing data ($n = 3$ independent worm populations) (Zullo et al, 2019). EdgeR was used for statistical analysis. (D, E) Representative images of endogenously-tagged DAF-16 in the *daf-16*(*hq23[DAF-16::GFP]*) strain, where no obvious effect of the *rde-4*(ne301) mutation is observed in WT (D) and *age-1*(hx546) (E) backgrounds (L4 – young adult). Scale bars: 100 μ m. Gene set enrichment in (A, B) was assessed by Fisher's exact test.

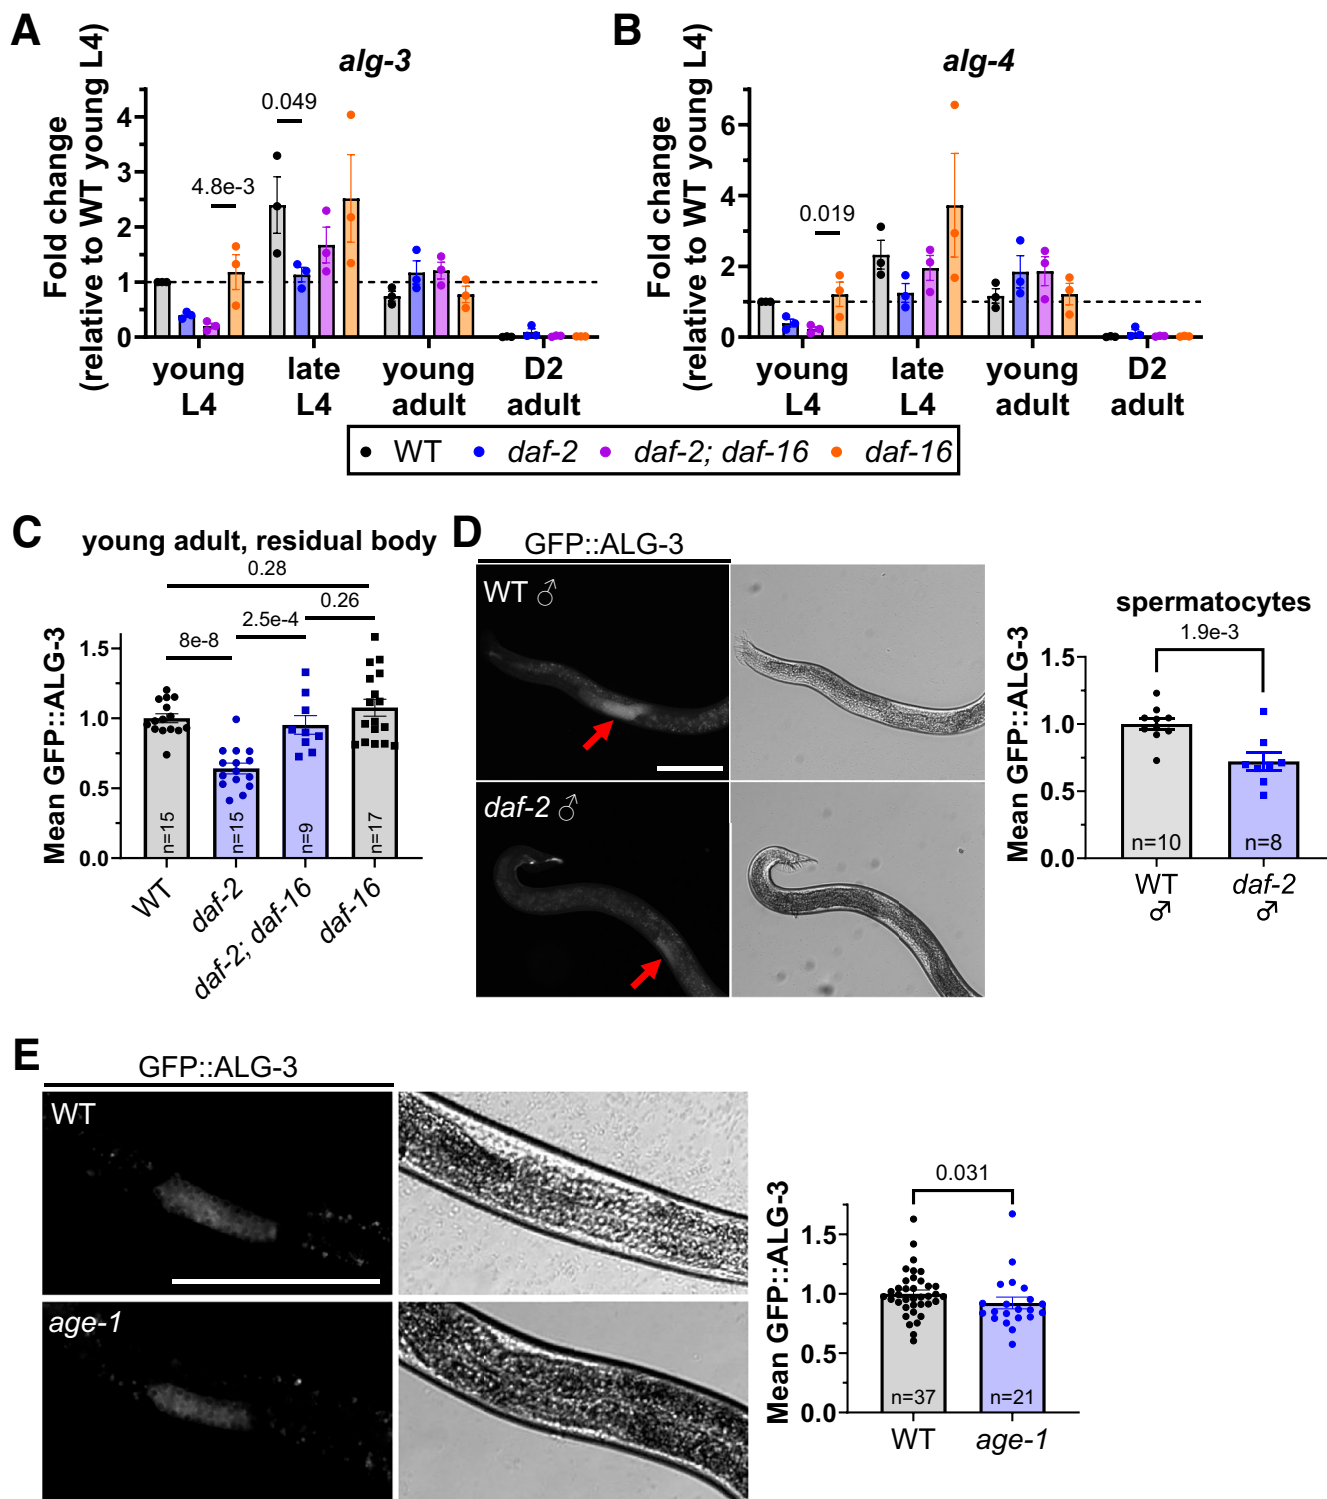

Figure EV4. DAF-2 promotes *alg-3* expression in a DAF-16-dependent manner.

(A, B) Time-series qPCRs during young L4, late L4, early young adult, and D2 adult stages, detecting *alg-3* (A) and *alg-4* (B) mRNA expression ($n = 3$ independent worm populations). (C) Quantification of GFP::ALG-3 expressed in residual bodies of early young adults, shown in Fig. 4A. (D) Representative images of GFP::ALG-3 in spermatocytes (red arrow) of *daf-2(e1370)* and WT male young adults (left), quantified (right). (E) Representative images of GFP::ALG-3 in *age-1(hx546)* and WT L4 hermaphrodites (left), quantified in late L4 and young adults (right). Note the very small magnitude of change ($\sim 8\%$) in *age-1(hx546)*. Scale bar: 100 μm in (D, E). Sample sizes indicated in bar graphs of (C-E) represent the number of biological replicates (animals). Comparisons in (A-E) used unpaired two-tailed tests: t-tests in (A-D) and Mann-Whitney tests in (C, E). Error bars are s.e.m. for (A-E).

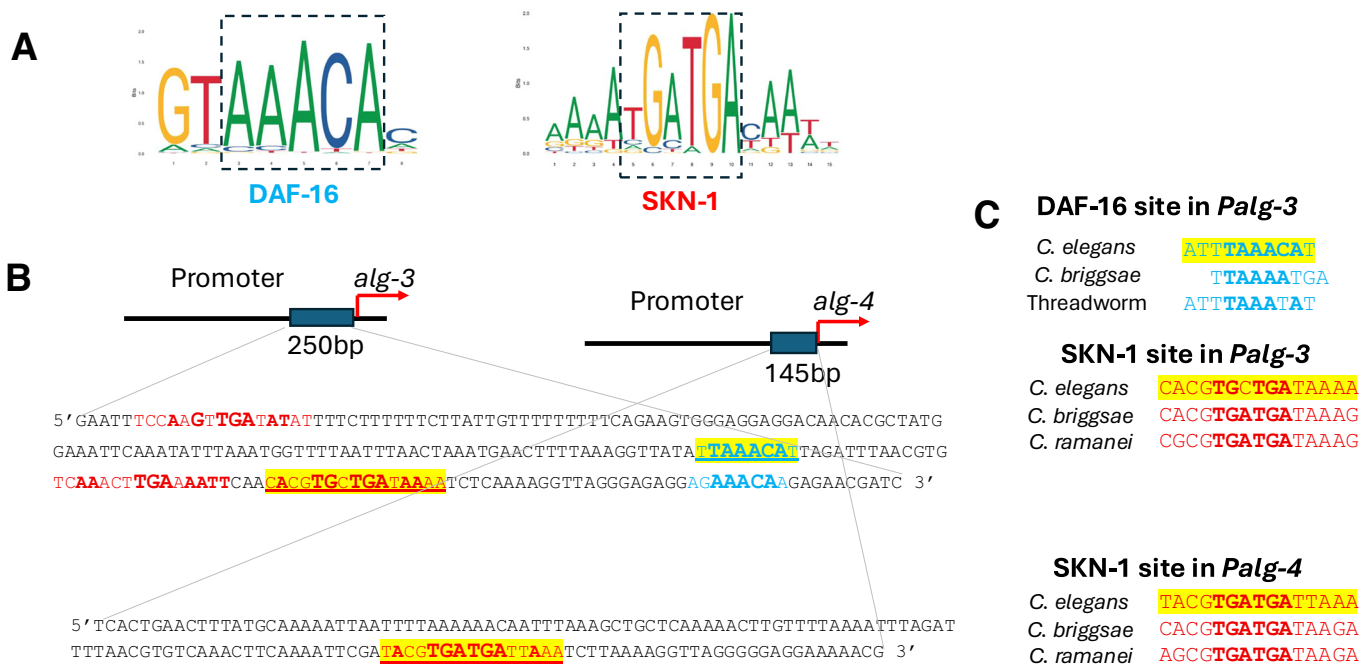

Figure EV5. Identification of potential DAF-16 and SKN-1 binding sites at *alg-3* and *alg-4* promoter regions.

(A) DAF-16 (Matrix ID: MA1446.2) and SKN-1 (Matrix ID: MA0547.2) ChIP-seq-based binding site consensus sequence logos from the 10th release (2024) JASPAR database. JASPAR is an open-access database of curated, non-redundant transcription factor (TF) binding profiles stored as position frequency matrices (PFMs) and TF flexible models (TFFMs) for TFs across multiple species in six taxonomic groups. (B) Potential DAF-16 and SKN-1 binding sites at the promoter sequences of *alg-3* and *alg-4* genes; sites showing conservation are marked in yellow. (C) Conservation of potential DAF-16 and SKN-1 binding sites in indicated nematode species (based on information from the UCSC Genome Browser on *C. elegans* Feb. 2013 (WBcel235/ce11)).

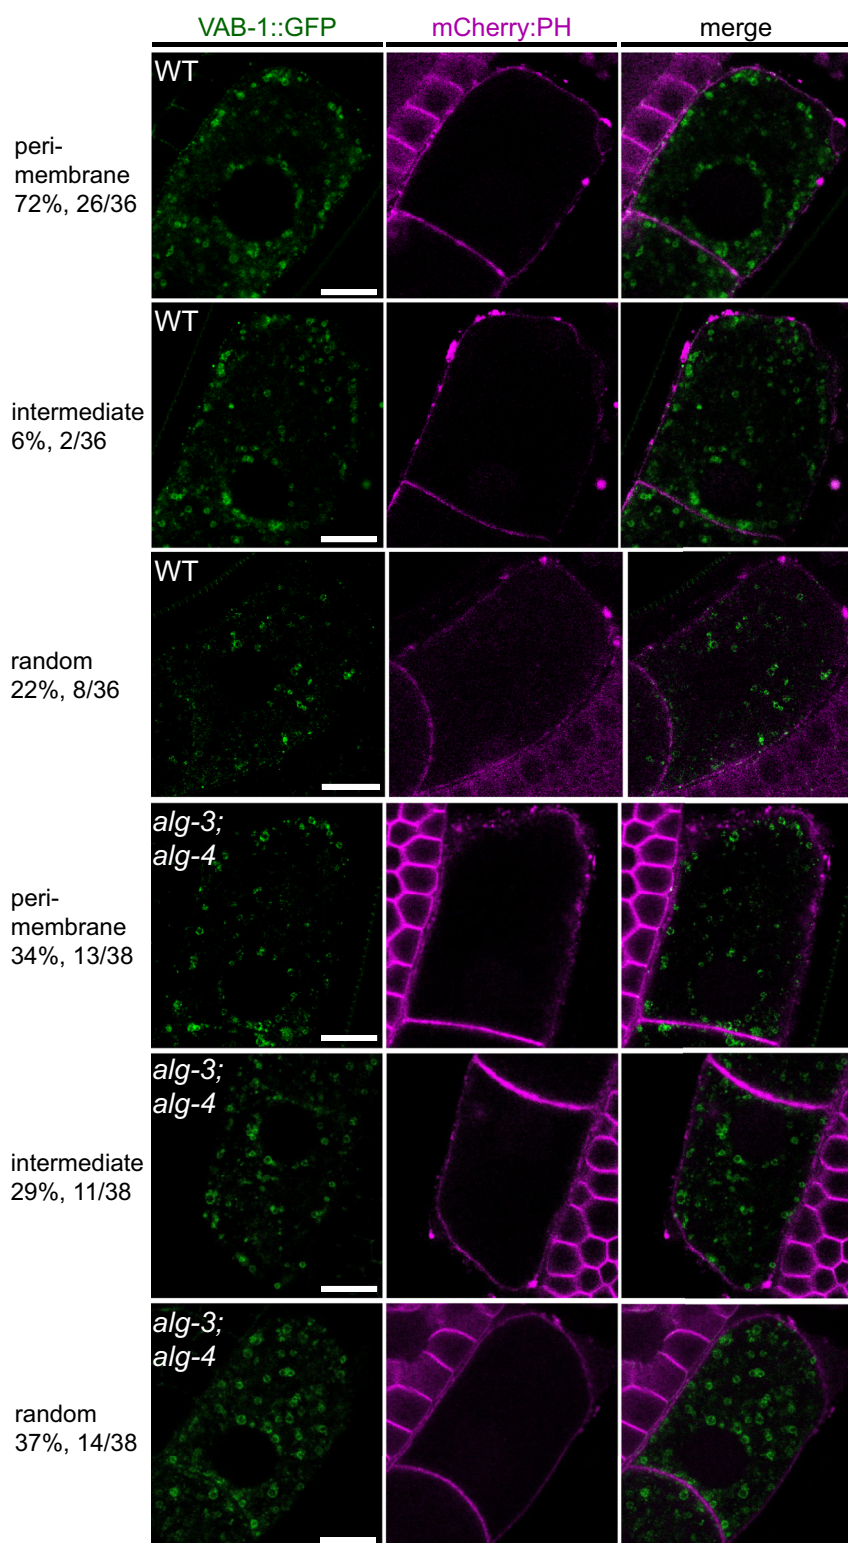

Figure EV6. VAB-1::GFP phenotypes in WT and *alg-3; alg-4* mutants.

VAB-1::GFP and mCherry:PH confocal microscopy images of adult -1 oocytes with each VAB-1::GFP localization phenotype (perimembrane, intermediate, and random) in WT and *alg-3(tm1155); alg-4(ok1041)* mutants. Images for the perimembrane phenotype in WT and random phenotype in *alg-3(tm1155); alg-4(ok1041)* mutants are identical to those in Fig. 6B. (Left) The prevalence of each localization phenotype is shown in percentages, as well as the underlying (number of worms with the phenotype)/(total number of worms). These percentages are represented in Fig. 6C. Scale bars: 10 μ m.

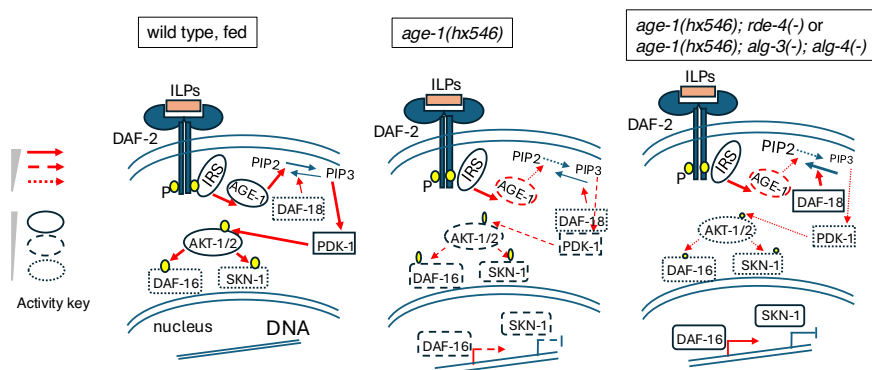

Figure EV7. Schematic representation of the proposed mechanism responsible for the synergistic lifespan extension seen in *age-1; alg-3/4* mutants.

How the deposited data were processed for this re-analysis (not part of the article)

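The mRNA of 12 worm populations was measured, 3 independent populations each of WT, *rde-4*, *age-1* and *age-1; rde-4*, at the young adult stage and 20 °C. The authors depleted ribosomal RNA, made strand-specific libraries, mapped the reads with HISAT2 2.0.5 to WBcel235 and quantified them with StringTie, whose version the paper's text does not name. The deposited file holds whole-number read counts for 46653 gene identifiers in 1 column per library, without normalization. Library totals ran from 74501098 to 82446102 counts, and intervals on counts cover counting error only. Identifiers were matched to the annotation by locus tag (45305) or transcript (876), and 472 were not matched. Replicates were checked for copies of 1 library: between replicates of a group the chi-square of the counts was 35.8 to 252 per gene, far above sampling noise, so each was counted as a separate sample.

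Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its defaults and the 4 groups (16741 genes, 15280 of them protein-coding), libraries were scaled by TMM, and 1 quasi-likelihood model of the 4 groups was fitted to all 12 libraries (estimateDisp, glmQLFit, glmQLFTest, two-sided). Compared were *rde-4*, *age-1* and *age-1; rde-4* with WT, *age-1; rde-4* with *age-1*, and the interaction of the mutations. P-values were adjusted by Benjamini and Hochberg over all genes tested, with a threshold of 0.05. Counts at an unadjusted p under 0.05, the threshold of the study, are given beside them. Levels are CPM scaled by TMM, as mean and SD over 3 populations, and SE is that of the fitted log2 fold change. A fold against a group at 0 counts was computed against a floor of 3 counts per library.

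Gene lists written before the data were examined covered sperm genes outside the MSP family, MSP-domain and *msp-* genes, oocyte, vitellogenin, germ cell, early embryo, male, RNAi, IIS, DAF-16-activated and DAF-16-repressed, molting, intracellular pathogen response, PMK-1 immune, intestine, muscle, neuron, qPCR reference, insulin-like peptide, collagen and histone genes, the 7 MSP genes of Fig. 5B and the paper's lists of genes with changed antisense small RNAs. They were tested with camera from limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted within a comparison, and again with an estimated correlation and with fry. Genes that the text names were every gene the paper names, the 8 higher and 8 lower protein-coding genes with the largest fold change per comparison (adjusted p under 0.05, groups that do not overlap, a mean of 50 normalized counts or more) and up to 4 called members of each list. Values in part of Dataset EV2 and in Fig. 5B had been seen before the rule was written.

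Correlations across genes used 1e+05 permutations. Overlaps were tested with Fisher's exact test and set beside 20 simulations in which the shared WT libraries were the only link and each gene was drawn on its own. The alternatives were size factors by RLE, DESeq2 1.42.0, no filter, a mean of 50 normalized counts, the 2 groups compared alone, edgeR's exact test, replicate number as a block, protein-coding genes alone, a log2 fold change above 1, and each library left out in turn. The mean collagen level of each library as a covariate was added after the data were seen. This level was −0.87, 0.12 and −0.44 in WT and −0.04, 0.47 and 0.48 in *age-1*. The covariate can therefore remove effects of the mutations too, and calls lost with it do not show a cause. The methods were tested on simulated data with 200 genes changed. In *rde-4* against WT the quasi-likelihood test recovered 8.96%, 47.8% and 83.3% of genes changed 1.5-fold, 2-fold and 4-fold, and 4.12% of its calls were false, against 20.3% for the exact test and 26.1% for DESeq2. These data were drawn gene by gene from edgeR's own dispersions, without shifts shared by many genes. The real libraries have such shifts, and a wrong split of the *rde-4* and WT libraries gave up to 545 genes. The false shares therefore do not carry over to the real calls. Small RNA reads were not used, and target lists of other studies were available only as marks in the first 1272 of 1473 genes of a supplementary table, so those genes are described without a test.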

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

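The tests of *rgs-8.1* and of the stage of the worms were chosen only after the result was seen, and gene lists, comparisons and the other alternatives were set before the data were examined apart from the collagen covariate.

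The effect of *rde-4* differed between the WT and *age-1* backgrounds, by an interaction term, for 19 genes. Among them are C32D5.8, which was low in the *rde-4* strain alone, *fbxa-193*, which was lower in every mutant strain than in WT, *lea-1*, *dlk-1* and *ssp-19*. In 4 of 50 drawn assignments of the libraries as many genes or more differed, and the highest other assignment gave 719, so chance is not excluded and the samples have a structure of their own. Without WT replicate 2, *rde-4* replicate 3 and *age-1; rde-4* replicate 1 the count was 50, 45 and 28, and without *rde-4* replicate 2, *age-1* replicates 1, 2 and 3 and *age-1; rde-4* replicate 2 it was 8, 9, 5, 9 and 8. For the other comparisons the 10 splits of 6 libraries are too few for a share under 0.05, and the real split was the highest in each (1 of 10): 752 genes against 545 for *rde-4* and WT, 2478 against 0 for *age-1* and WT, 71 against 0 for *age-1; rde-4* and *age-1*, and 2029 against 2 for *age-1; rde-4* and WT.

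*rgs-8.1*, a regulator of G protein signaling gene (chromosome X from 1952479 to 1953560), was at 0 counts in the WT libraries and in *age-1* replicates 1 and 2, at 642 in *age-1* replicate 3 and at 787, 926 and 1084 in *rde-4*, at least 288-fold higher in *rde-4* than in WT. Its paralog *rgs-8.2* has the same length of 1082 bp, and wherever *rgs-8.1* had more than 3 counts the 2 counts differed by at most 5.73%. *rgs-8.2* was at 292, 316 and 361 counts in WT and at 817, 964 and 1114 in *rde-4*. In *age-1* replicates 1 and 2, where *rgs-8.1* was at 0, *rgs-8.2* was at 887 and 913. The 288-fold value is thus not a measure of how much the 2 genes together rose. A variant fixed in the WT strain is argued against by *age-1*, the 1 strain with libraries of both kinds. Of 30 protein-coding genes at 3 counts or fewer in 1 library and at 100 or more in another of its group, 76.7% have a protein-coding gene of the same length on their chromosome, against 40.8% of 15250 others (p = 0.000105, Fisher's exact test), so sharing of reads between copies is a candidate explanation, and no biological one was tested.

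Of 45 sperm genes outside the MSP family, 13 were higher in *rde-4* and 32 in *age-1* than in WT (25 and 39 adjusted over the list alone, and 1 and 0 with the collagen covariate, added after the data were seen), and without WT replicates 1 and 3 in turn 1 and 2 were higher in *rde-4* and 1 and 1 in *age-1* (without *rde-4* replicates 1 and 2, 3 and 4, without WT replicate 2, 22, and without *age-1* replicates 1, 2 and 3, 19, 3 and 18). In *rde-4*, 40 sperm and MSP genes outside the list of genes with fewer small RNAs had a median of 0.73 (0.55 to 0.85), and 8 passed the test. The 58 genes on the list had a larger median of 1.15. In *age-1* none of 98 genes is on its list, the median was 1.58 (1.52 to 1.63) and 64 passed. The intervals are bootstraps over genes that vary together, not over populations. Listed losses of small RNAs thus do not cover the rise of the genes outside the lists. A gene outside was only not called, and the small RNA libraries were enriched for 5' monophosphates. Loss of small RNAs against the genes themselves therefore stays open, on and off the lists. The stage of the worms at harvest cannot be told apart from the mutations: within groups, sperm and collagen levels of the 12 libraries had an r of 0.67 (permutation p = 0.0826, rho 0.55 with p = 0.159), and 0.40 without the 2 farthest libraries. An effect of the mutations on spermatogenesis stays open and may act together with stage.

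The 30 *msp-* genes had a median log2 fold change of −0.90 in *age-1; rde-4* against *age-1* (−1.49 without *age-1; rde-4* replicate 1), but edgeR called 0 of them lower (0 with DESeq2 and 6 with the exact test), 6 were lower at an unadjusted p, and the set had an adjusted p of 2.19e-07 from camera and 0.953 with an estimated correlation. Within groups, their levels and those of early embryo genes had an r of −0.64 (permutation p = 0.0679, rho −0.61 with p = 0.0586) and −0.49 without the 2 farthest libraries, so stage cannot be told apart from loss of RDE-4 here, and a lower output of sperm transcripts stays open, untested.

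By the interaction, the effect of *rde-4* was less positive in *age-1* than in WT for sperm genes outside the MSP family (median −1.42, adjusted p = 9.54e-12 from camera and 0.48 with an estimated correlation), MSP-domain genes (−1.46, adjusted p = 3.96e-15 and 0.48) and genes depleted of small RNAs without RDE-4 in both backgrounds (−1.32, adjusted p = 1.01e-21 and 0.48). It was also less positive for collagens (−0.78, adjusted p = 2.38e-06 and 0.502 with an estimated correlation; −0.41, −1.19, −0.48 and −0.48 without WT replicate 1, WT replicate 2, *rde-4* replicate 2 and *age-1* replicate 2). For histone genes it was more positive (0.34, adjusted p = 5.99e-14 and 0.48 with an estimated correlation; 0.56 without *rde-4* replicate 3).

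In gene groups outside those the paper discusses, 30 collagens, 10 muscle genes and 4 intracellular pathogen response genes were higher in *age-1* than in WT (0 of each with the collagen covariate, added after the data were seen). For the collagens this loss follows from the covariate, which is their own mean level. Without WT replicates 1 and 3 and *age-1* replicates 1, 2 and 3 these were 2, 2, 11, 4 and 7 collagens and 0, 0, 3, 0 and 3 muscle genes, with 16 muscle genes without WT replicate 2, and 1, 0, 0 and 2 pathogen response genes without WT replicates 1 and 3 and *age-1* replicates 2 and 3. Of 72 histone genes, 13 were lower and 2 higher in *rde-4* (18 and 9 adjusted over the list alone, 20 and 13 at an unadjusted p), with a median of −0.13 (adjusted p = 0.0289 from camera and 0.992 with an estimated correlation), and 8, 7 and 20 were lower without WT replicate 3, *rde-4* replicate 2 and *rde-4* replicate 3, and 2 with the covariate (set call lost without WT replicate 1, WT replicate 3, *rde-4* replicate 1 or *rde-4* replicate 2). In *age-1*, 15 were lower and 2 higher (23 and 2 adjusted over the list alone), with a median of −0.32 (adjusted p = 1.79e-09 and 0.42), and 0, 23, 0, 7, 0 and 4 were lower without WT replicates 1, 2 and 3 and *age-1* replicates 1, 2 and 3, and 0 with the covariate. Within groups, histone and early embryo levels of the 12 libraries had an r of 0.81 (permutation p = 0.0224, adjusted p = 0.0672 over 6 relations; rho 0.92, and r 0.70 without the 2 farthest libraries), so stage cannot be told apart from the mutations for histone genes either.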

How the results depend on the processing

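The collagen covariate was chosen only after the result was seen, and the cause of the shifts below was not tested. Collagen levels differ between WT and *age-1*, so the covariate can remove effects of the mutations too.

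Of 182 named calls, RLE kept 181, DESeq2 182, no filter 138, the block 181 and the collagen covariate 65. Without replicates 1, 2 and 3 in turn, those kept were 79, 148 and 77 of 152 for WT, 42, 37 and 50 of 54 for *rde-4*, 92, 65 and 92 of 128 for *age-1*, and 28, 14 and 18 of 30 for *age-1; rde-4*. Of 84 list calls RLE, DESeq2, no filter, the block and the covariate kept 83, 81, 81, 80 and 56. Of the same 84 list calls, which cover 5 comparisons with the interaction, 0 were kept with an estimated correlation and 31 with fry.

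In *rde-4* against WT, higher genes (607) were 1036 with DESeq2, 375 with no filter, 327 with the 2 groups alone and 155 with the collagen covariate. Lower genes (145) were 278, 88, 85 and 51, 318 with the block and 62 with a log2 fold change above 1. In *age-1* against WT, higher genes (2046) were 1106 with no filter and 14 with the collagen covariate. Lower genes (432) were 913 with DESeq2, 150 with no filter, 264 with the 2 groups alone, 1605 with the block, 8 with the collagen covariate and 105 with a log2 fold change above 1.

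In *age-1; rde-4* against *age-1*, higher genes (53) were 284 with DESeq2, 27 with no filter, 290 with the exact test, 156 with the block and 18 among protein-coding genes. Lower genes (18) were 149, 7, 219, 108 and 8, 11 with the collagen covariate and 8 with a log2 fold change above 1. In *age-1; rde-4* against WT, lower genes (530) were 338 with no filter, 146 with the 2 groups alone, 233 with the exact test, 1252 with the block and 113 with a log2 fold change above 1. The interaction (19) gave 356 with DESeq2, 10 with no filter, 86 with the block and 2 with the collagen covariate.

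With an estimated correlation the list medians of 1.32, 1.60, −0.64 and 0.15 had adjusted p-values of 0.291, 0.42, 0.953 and 0.953, and with fry −0.64 and 0.15 had 0.637 and 0.842. The MSP-domain median was −0.23 with the collagen covariate (adjusted p = 0.769). Over all listed genes r was 0.01 in *rde-4* and 0.04 in *age-1* (permutation p = 0.75 and 0.18). The overlap of higher genes (484) was 874 with DESeq2, 221 with no filter, 246 with the 2 groups alone, 746 with the block, 6 with the collagen covariate and 1290 at an unadjusted p under 0.05. The share in the same direction was 100% with no filter, the 2 groups alone, the exact test and the collagen covariate, and 96.8% at an unadjusted p. MSP-domain genes higher in *age-1; rde-4* than in *age-1* were 3 with DESeq2, 5 with the exact test and 5 at an unadjusted p, and lower ones were 7, 7 and, for *msp-* genes alone, 0 (exact test, unadjusted p, edgeR).

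With the collagen covariate the collagen medians changed sign, to −0.07 in *rde-4*, 0.08 in *age-1; rde-4* against *age-1*, −0.01 against WT and 0.16 in the interaction. In the interaction the medians of muscle and neuron genes changed sign too, to 0.18 and 0.06. The covariate is the mean level of these same collagens, so small collagen medians follow from its construction and tell nothing about the mutations. Without *age-1; rde-4* replicate 1 the calls of 4 small RNA lists were lost (adjusted p = 0.285, 0.764, 0.28 and 0.764 from camera). Their medians were −0.02, −0.03, −0.01 and −0.02 (highest without another library 0.23, 0.16, 0.27 and 0.18). The oocyte call against WT was lost as well, with a median of 0.05 (adjusted p = 0.838 from camera, lowest median −0.29).

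With each library left out in turn, higher and lower genes ranged from 227 to 938 and 40 to 122 in *rde-4*, 307 to 2933 and 28 to 1254 in *age-1*, 17 to 122 and 3 to 49 in *age-1; rde-4* against *age-1* and 794 to 2044 and 187 to 518 against WT. The interaction ranged from 5 to 50, and the list calls of the other 4 comparisons (69) from 58 to 68. The 4 medians ranged from 1.09 to 1.79, 1.36 to 2.11, −1.19 to −0.45 and −0.01 to 0.27, and r from −0.18 to −0.09 and 0.19 to 0.34. The overlap ranged from 50 to 868, the shared direction from 99 to 100%, and MSP-domain genes from 0 to 0 higher and 0 to 2 lower.

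Replicate numbers were not taken to pair the samples, since in no comparison were the correlations of same-numbered libraries all above 0.1: they were 0.03, 0.28 and 0.16 for *rde-4* and WT, 0.16, 0.20 and 0.09 for *age-1* and WT, 0.19, 0.09 and 0.16 for *age-1; rde-4* and *age-1*, and 0.00, −0.02 and 0.16 for *age-1; rde-4* and WT. Most were above 0, and 10 of 12 libraries correlate best with their own number, so a shared source of variation, which the paper does not describe, stays open. With 3 populations per group, the test recovered 38.8% of genes changed 2-fold in *age-1; rde-4* against *age-1* on simulated data.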

Differences from the paper's values

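The collagen covariate was chosen only after the result was seen.

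MSP-domain genes higher in *age-1; rde-4* than in *age-1* number about 10 in the paper's Fig. 5A, read by eye, and 5 here at an unadjusted p under 0.05. The paper's list holds more MSP-domain genes than the 53 tested here, and the 5 are all among the genes of Fig. 5B, which the study chose on these libraries. Of the alternatives set before the data were examined, the exact test gives 7, within 1.5 times the paper's value, the tolerance used for each value here, and the others do not come within it. The collagen covariate, chosen after seeing the values, also gives 7, and how many of the paper's called genes it drops is not known, since these are not listed.

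MSP-domain genes lower in the same comparison number about 34 in Fig. 5A, read by eye, and 7 here at an unadjusted p. Of the alternatives set before the data were examined, the exact test (28) and leaving out *age-1; rde-4* replicate 1 (30) come within 1.5 times the paper's value and the others do not. The representation factor among lower genes is about 7.5 in Fig. 5A, read by eye, and 2.71 here. The 2 groups alone (7.01), the exact test (9.43) and leaving out *age-1; rde-4* replicate 1 (8.22) come within 1.5 times of it and the others do not.

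The representation factor of higher mRNAs among genes with more small RNAs in *rde-4* is 0.4 in the paper's supplement and 0.613 here. With RLE (0.609) it is also more than 1.5 times the paper's value. The other alternatives set before the data were examined gave 0.429 to 0.59, all above the paper's value but within 1.5 times of it.

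The paper shows the 7 MSP genes as higher in every mutant. Here 7 were higher in *age-1* and in *age-1; rde-4* against WT and 6 in *rde-4*, where F52F12.8 did not pass (adjusted p = 0.136) but DESeq2 calls it. At an unadjusted p under 0.05, the threshold of the study, all 7 were higher in *rde-4* too. Between *age-1; rde-4* and *age-1* edgeR called 0, with 5 at an unadjusted p, 3 by DESeq2 and 5 by the exact test.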

Other observations

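No test in this part was chosen only after the result was seen, apart from the collagen covariate.

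In *age-1* against WT, DAF-16-activated genes had a median log2 fold change of 0.54 (7 of 19 higher, 9 adjusted over the list alone; adjusted p = 0.000127 from camera and 0.42 with an estimated correlation; medians 0.85 and 0.35 without WT replicates 1 and 3, and 0 genes higher with the collagen covariate). The glyoxylate cycle gene *icl-1* (C05E4.9) and the small heat shock gene *sip-1* (F43D9.4) had log2 fold changes of 1.36 and 1.18 (adjusted p = 0.00215 and 0.00228). DAF-16-repressed genes had a median of −0.37 (1 higher and 2 lower of 13; adjusted p = 0.0173 and 0.42, and 0.0683 without *age-1* replicate 1), and *dod-24* fell (log2 fold change −2.24, adjusted p = 0.0026). The Argonaute genes *alg-3* and *alg-4*, which act in spermatogenesis, rose in *age-1* (log2 fold changes 2.01 and 1.88, adjusted p = 0.0158 and 0.021), and both calls were lost without WT replicate 1, WT replicate 3 or *age-1* replicate 2. In *rde-4* they did not pass (adjusted p = 0.0887 and 0.196). For tagged ALG-3 protein, measured in other animals, the paper reports a very mild decrease in *age-1*. The RNA rise was not particular to *alg-3* and *alg-4*, since 98 sperm and MSP genes had a median log2 fold change of 1.58 in *age-1* against WT.

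Muscle, neuron, insulin-like peptide and pathogen response genes had medians of 0.64, 0.68, 0.83 and 0.79 in *age-1* (adjusted p = 4.44e-06, 0.000207, 0.0154 and 0.0327 from camera, and 0.42 for each with an estimated correlation). Without WT replicate 1 and *age-1* replicate 2 the pathogen response genes had medians of 0.83 and 0.36 (adjusted p = 0.0606 and 0.0936). Molting genes had 0.51 (adjusted p = 0.0327 and 0.52), lost without WT replicate 1 (0.163), *age-1* replicate 2 (0.103) and *age-1* replicate 3 (0.0812). Germ cell genes had −0.21 (5.52e-05 and 0.42), oocyte genes −0.14 (0.00903 and 0.639, and a median of −0.05 with 0.0511 without WT replicate 3), early embryo genes −1.05 (0.042 and 0.424, lost without WT replicate 2, WT replicate 3 or *age-1* replicate 1, with medians of −1.30, −0.84 and −1.65, and −0.48 without *age-1* replicate 2, where it was kept) and RNAi genes −0.16 (0.00446 and 0.604). Vitellogenin, male, IIS, PMK-1 immune, intestine and qPCR reference genes, with medians of −0.34, 0.14, −0.08, 0.12, −0.11 and 0.01, did not pass.

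In *rde-4* against WT, collagens had a median of 0.40 (2.12e-05 and 0.769 with an estimated correlation; 0.19 without WT replicate 1, where it was lost, 0.72 without WT replicate 2 and 0.14 without *rde-4* replicate 2), intestine genes −0.37 (0.00458 and 0.445), molting genes 0.46 (0.00791 and 0.769; 0.21 and lost without WT replicate 1, and lost without *rde-4* replicate 3) and vitellogenins −0.39 (0.0289 and 0.786, lost without WT replicate 1, WT replicate 2, *rde-4* replicate 1 or *rde-4* replicate 2). The DAF-16-activated and DAF-16-repressed, muscle, neuron, insulin-like peptide, RNAi, IIS, germ cell, oocyte, early embryo, male, pathogen response, PMK-1 immune and qPCR reference genes did not pass.

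In *age-1; rde-4* against *age-1*, early embryo genes had a median of 2.08 (0.00111 and 0.684 with an estimated correlation; 0 of 7 called, and the mean level was 1.59 and 1.39 in *age-1; rde-4* replicates 2 and 3 but −1.33 in replicate 1, against −0.67, −1.57 and −0.62 in *age-1*), PMK-1 immune genes 0.67 (0.00101 and 0.684; 0.41, 0.44 and 0.33 without *age-1* replicate 1 and *age-1; rde-4* replicates 2 and 3), histone genes 0.16 (2.27e-09 and 0.684; 0.36 and 0.08 without *age-1; rde-4* replicates 1 and 2), intestine genes −0.29 (0.00217 and 0.684, and 0.0857 without *age-1; rde-4* replicate 1) and muscle genes −0.31 (6.31e-05 and 0.953). *dlk-1* (F33E2.2), a kinase gene of axon regeneration, rose from 19.6 ± 1.93 CPM (SD, n = 3) to 64.9 ± 14.4 CPM (log2 fold change 1.73, adjusted p = 0.000621), and W02D9.4, near it on chromosome I, fell (log2 fold change −1.53, adjusted p = 0.00105).

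The hypothesis that the rise without RDE-4 is larger in *age-1* than in WT was tested on the genes depleted of small RNAs in both backgrounds. Their median interaction was −1.32, opposite to the hypothesis (adjusted p = 1.01e-21 from camera), but with an estimated correlation the adjusted p was 0.48, so the test does not decide it, and a smaller rise could come from the higher level in *age-1* or from stage.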
